# ZFP57 regulation of transposable elements and gene expression within and beyond imprinted domains

**DOI:** 10.1186/s13072-019-0295-4

**Published:** 2019-08-09

**Authors:** Hui Shi, Ruslan Strogantsev, Nozomi Takahashi, Anastasiya Kazachenka, Matthew C. Lorincz, Myriam Hemberger, Anne C. Ferguson-Smith

**Keywords:** DNA methylation, KZFPs, ZFP57, Transposable elements, Embryonic stem cells

## Abstract

**Background:**

KRAB zinc finger proteins (KZFPs) represent one of the largest families of DNA-binding proteins in vertebrate genomes and appear to have evolved to silence transposable elements (TEs) including endogenous retroviruses through sequence-specific targeting of repressive chromatin states. ZFP57 is required to maintain the post-fertilization DNA methylation memory of parental origin at genomic imprints. Here we conduct RNA-seq and ChIP-seq analyses in normal and ZFP57 mutant mouse ES cells to understand the relative importance of ZFP57 at imprints, unique and repetitive regions of the genome.

**Results:**

Over 80% of ZFP57 targets are TEs, however, ZFP57 is not essential for their repression. The remaining targets lie within unique imprinted and non-imprinted sequences. Though the loss of ZFP57 influences imprinted genes as expected, the majority of unique gene targets lose H3K9me3 with little effect on DNA methylation and very few exhibit alterations in expression. Comparison of ZFP57 mutants with DNA methyltransferase-deleted ES cells (TKO) identifies a remarkably similar pattern of H3K9me3 loss across the genome. These data define regions where H3K9me3 is secondary to DNA methylation and we propose that ZFP57 is the principal if not sole methylation-sensitive KZFP in mouse ES cells. Finally, we examine dynamics of DNA and H3K9 methylation during pre-implantation development and show that sites bound by ZFP57 in ES cells maintain DNA methylation and H3K9me3 at imprints and at non-imprinted regions on the maternally inherited chromosome throughout preimplantation development.

**Conclusion:**

Our analyses suggest the evolution of a rare DNA methylation-sensitive KZFP that is not essential for repeat silencing, but whose primary function is to maintain DNA methylation and repressive histone marks at germline-derived imprinting control regions.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-019-0295-4) contains supplementary material, which is available to authorized users.

## Introduction

Kruppel-associated (KRAB) zinc finger proteins (KZFPs) represent one of the largest families of DNA-binding proteins. They are represented in most but not all vertebrate species [1–4], with a recent study mapping the target sites of over 200 KZFPs in human HEK293T cells predominantly to transposable elements including endogenous retroviruses (ERVs) [4]. This is consistent with a small number of more focused studies investigating individual KZFPs in the regulation of transposable elements. For example, KZFPs such as ZFP809 [5], ZFP932 and its paralog Gm15446 [6] have each been shown to repress different retrotransposon families in mouse embryonic stem cells (ES cells). Collectively, these and other studies [7, 8] suggest that the main function of KZFPs is to regulate transposable elements. The binding of KZFPs to retrotransposons is associated with their transcriptional silencing and is mediated by recruitment of the KAP1 (also known as TRIM28 or TIF1β) co-repressor complex, which induces the local acquisition of H3K9me3. Members of the co-repressor complex include the DNA methyltransferases, histone methyltransferase SETDB1 (also known as ESET), heterochromatin protein 1 (HP1), the histone demethylase LSD1, and NuRD histone deacetylase complex [9, 10]. Loss of KAP1 binding leads to the specific loss of H3K9me3 [11, 16].

Individual KZFPs have also been noted to bind to unique regions of the mammalian genome [4, 12–14]. In particular, a role for ZFP57 in the targeted maintenance of genomic imprints has provided novel insights into functions of this family outside the management of repetitive elements. Genomic imprinting is a process that causes genes to be expressed according to their parental origin. Imprinted genes are regulated by parental origin-specific DNA methylation at imprinting control regions (ICRs) that is acquired at different locations in the male and female germlines (germline differentially methylated regions, gDMRs) and maintained after fertilization during preimplantation epigenetic reprogramming [15]. In vivo, ZFP57, with ZFP445, is required to maintain the methylation memory of parental origin during this critical dynamic epigenetic period. ZFP57 binds to all ICRs in ES cells [14, 16–19] with the exception of *Slc38a4*, which appears to be regulated in a different manner [20]. In humans, mutation of ZFP57 has been found in patients with multi-locus imprinting disturbances including transient neonatal diabetes mellitus type 1 (TNDM1) [21, 22]. Furthermore, in mice, ZFP57 exerts a maternal–zygotic effect, whereby deletion of both the maternal gene in oocytes and the zygotic copies in early embryos causes severe loss of methylation imprints at multiple imprinted loci, resulting in embryonic lethality. Homozygous deletion of only the zygotic ZFP57 presents a partially penetrant lethal phenotype [14]. Binding of ZFP57 to other unique regions has also been described, including strain-specific interactions conferred by genotype-specific polymorphisms in ZFP57 recognition sites [17]. Though correlated with strain-specific transcriptional behavior in some instances [17, 23], the functional importance of such interactions at non-imprinted loci in vivo are not known.

To determine the relative importance of ZFP57 binding at different genomic locations, we assessed whether ZFP57 function in ES cells extends beyond the regulation of imprinted regions including at retrotransposons. We found extensive ZFP57 binding at unique germline methylated sites outside imprinted domains, whilst the vast majority of binding was targeted to transposable elements (TEs). Deletion of ZFP57 resulted in loss of KAP1 binding and H3K9me3 at imprinted locations as well as at ~ 100 other unique ZFP57 targets. In contrast to imprinted domains, this was only modestly correlated with changes in DNA methylation and expression of nearby genes suggesting a distinct role, or no role, for ZFP57 at these regions. With few notable exceptions, TEs maintained DNA methylation and H3K9me3 supporting the idea that they may be transcriptionally silenced by multiple redundant mechanisms involving other KZFPs in ES cells [4, 6, 24, 25]. This pattern of retained H3K9me3 was also observed in ES cells derived from embryos with maternal–zygotic ZFP57 deletion. Interestingly, the pattern of ZFP57 binding in ES cells essentially mimicked sites where H3K9me3 was lost in DNA methyltransferase (*Dnmt1/Dnmt3a/Dnmt3b*) triple knock out (DNMT TKO) ES cells [25], indicating a primary role for DNA methylation in the establishment of H3K9me3 via ZFP57. Thus, we propose that the primary role of ZFP57 is in the maintenance of genomic imprints via its DNA methylation-sensitive binding, and that its interaction with other targets occurs by virtue of their existing DNA methylation status, perhaps providing reinforcement of an already silenced state.

### Results

#### Analysis of blastocyst-derived ZFP57 null ES cells

To better understand the role(s) played by ZFP57 during preimplantation development, we have derived ZFP57 null ES cells directly from C57BL/6J (BL6) blastocyst embryos in ground state pluripotency conditions [26]. ZFP57 homozygous mutant null ES cells (ZFP57 KO) were derived from embryos with targeted disruption of coding exon 4 and 5 comprising both the KRAB domain and zinc fingers [18]. Genotyping analysis of ES cells showed the expected Mendelian ratios, enabling selection of both wild-type and mutant male lines for further analysis. In addition, we derived two maternal–zygotic ZFP57 deleted (ZFP57 MZ-KO) ES cell lines on mixed C57BL/6J-129/SvS1 (BL6/129) background. These could not be generated on a pure C57BL/6J background, since homozygous BL6 mutant females do not survive to term. Absence of ZFP57 protein in mutants was confirmed by western blot analysis on whole cell extracts (Additional file 1: Fig. S1a). Quantitative bisulfite pyrosequencing confirmed loss of methylation imprints in all the mutants consistent with previous reports [16, 23], with the exception of KvDMR1, where loss of DNA methylation could only be observed in BL6/129-derived MZ-KO ES cells (Additional file 1: Fig. S1b). Either increased penetrance of the maternal zygotic phenotype or genetic background effects may account for the variable phenotype observed at KvDMR1.

#### Mapping of genome-wide ZFP57-binding sites in ES cells reveals binding events at transposable elements in addition to unique non-imprinted genes

We mapped ZFP57 genomic targets by ChIP-seq in WT and ZFP57 KO ES cell lines using an antibody that recognizes endogenous ZFP57. 

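ZFP57-bound chromatin was immunoprecipitated from 3 WT and 2 ZFP57 KO ES cell samples on the C57BL/6J background and sequenced with reads of 100 bp. ES cells are pluripotent cells grown from blastocysts. The authors deposited the outcome as positions in mm10, a list of peaks for the C57BL/6J lines and a shorter list named for the hybrid C57BL/6J-129 lines. The first list holds peaks called in at least 2 of the WT replicates, from uniquely aligned reads. Each line of these lists holds a chromosome, a start and an end, without a score, a read count or a replicate. The depth of the libraries is therefore unknown, the signal of single WT replicates cannot be compared, and no values from the KO libraries enter the results on binding. Positions are given here from 1 on GRCm38 (mm10). Peaks were compared with the RefSeq genes of this build, with the 1126 bound elements of the paper's Table S2 and with the genome sequence, in which repeats are soft-masked in part. A peak counted as promoter-bound when its midpoint lay within 1000 bp of a gene start, otherwise as exonic, intronic or intergenic. As a background, every peak was placed at random 100 times on its own chromosome.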

In total, we identified 1423 high-confidence ZFP57 peaks, where each peak was independently called in at least two of three WT biological replicates. 

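The C57BL/6J list held 1423 peaks with a median width of 291 bp, quartiles of 226 and 390 bp, and a range from 180 to 2002 bp. The hexanucleotide TGCCGC, read on either strand, occurred in 1309 of the peaks (92.0%). In intervals of the same width starting 2000 bp upstream of each peak, it occurred in 79 (5.55%). Every one of the 743 intervals in the hybrid list was identical in start and end to a peak of the C57BL/6J list, so that 52.2% of the C57BL/6J peaks were also in the hybrid list. The hybrid list is thus a subset of the C57BL/6J list, and whether it comes from a separate peak call is not stated. Presence in it is reported here without being taken as a replication.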

As expected, we observed strong ZFP57 binding at 20 of the 22 known ICR elements, including binding at previously identified tissue specific imprinted genes including *Cdh15* [27], with weaker peaks at the two remaining imprints lying below the peak threshold (*Gpr1* and *Mcts2*). 

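The positions of ICRs were taken from 24 anchor genes, 21 of them for maternally and 3 for paternally methylated ICRs, and an ICR counted as bound when a peak lay within 20 kb of the gene, or 35 kb where the ICR is paternally methylated and lies upstream. By this rule 21 of the 24 anchors had a peak. They rest on 20 distinct peaks, since the anchors *Nespas* and *Gnas* share the peak at 174295702 to 174296317 on chromosome 2. A window of 50 kb gave 21 again, and a peak within 5 kb of the gene start, or 20 kb for paternal ICRs, gave 16. At *Peg3* on chromosome 7 the peak spanned 6729130 to 6729537, 882 bp inside the gene from its start. The peak at *Snurf* and *Snrpn* covered the start of *Snurf*, from 60004078 to 60005222 on chromosome 7. At *H19* the peak lay 1809 bp upstream, and at the IG-DMR it lay 12393 bp upstream of *Meg3*, at 109527075 to 109528603 on chromosome 12. *Rasgrf1* had its nearest peak 29853 bp away. *Cdh15* carried a peak of 717 bp in an exon, at 122864972 to 122865688 on chromosome 8, with 2 copies of the hexanucleotide. The nearest peak to *Gpr1* was 1036038 bp away and that to *H13*, the host gene of *Mcts2*, was 2403744 bp away, so neither had a listed peak in any of the 3 windows. Since the list holds no intervals under the authors' threshold, weaker signal at these ICRs was not analysed here.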

As in our previous report, no binding was detected at the *Slc38a4* DMR [17], in agreement with a study demonstrating a role for H3K27me3 in regulating its germline imprinting [20].

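The nearest peak to *Slc38a4*, which spans 96994823 to 97055956 on chromosome 15, was an interval of 226 bp at 96583743 to 96583968. It lay 410855 bp outside the gene, in an intron of another gene, and was also in the hybrid list.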

Using this stringent cutoff, the remainder of the ZFP57 peaks was further characterized according to their relative location at unique regions and at different types of repetitive elements in the mouse genome. 

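Of the peaks, 1195 (84.0%) overlapped an element of the paper's Table S2 by at least 1 bp (Wilson 95% interval from 1166.6 to 1220.8 peaks), and 228 (16.0%) overlapped none. The table lists the elements that the authors counted as bound, and all 1126 had a peak. The overlap and the element classes thus repeat the authors' assignment and are not independent evidence. The interval covers counting error only. The requirement that 50% of the peak lie within the element moved the count most, to 939 peaks, and with the midpoint of the peak inside the element it was 952. Of the 228 peaks outside these elements, 84 held no soft-masked base and 8 were soft-masked over at least 50% of their length. Parts of annotated elements are not soft-masked, so these counts do not show that a peak is free of repeats. Simple, low complexity and satellite repeats were not told apart, since no table of repeat classes was used here.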

We found 13.3% (*n* = 189) of targets mapped to non-repetitive regions, a further small subset of peaks 1.3% (*n* = 19) at non-transposon derived repeats (e.g., simple, low complexity and satellite repeats), whilst the vast majority of the peaks 83.9% (*n* = 1194) targeted transposable elements (Fig. 1a). Furthermore, ZFP57 is specifically enriched at LTR-containing retrotransposons (*n* = 1061) of which the majority (*n* = 795) were IAPs, whilst LINEs and SINEs were depleted amongst ZFP57-bound elements (Fig. 1b). 

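Among the 1195 peaks on elements, 1133 (94.8%) lay on LTR elements, 874 of them on IAPs and 259 on other LTR families. LINEs carried 31 of the peaks (2.59%), SINEs 27 (2.26%) and DNA transposons 4. Counted as elements instead of peaks, Table S2 held 1060 LTR elements, of which 795 (75.0%) were IAPs, along with 33 LINEs and 29 SINEs. The family with most peaks was IAPLTR2a2_Mm with 185, followed by IAPLTR2_Mm with 131 and IAPLTR2b with 106. Whether LINEs and SINEs are under-represented relative to their number in the genome was not tested here. The paper reads these counts as a specific enrichment of ZFP57 at LTR retrotransposons, most of them IAPs.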

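Soft-masked sequence, which marks repeats without regard to their kind, made up at least 50% of 934 peaks (65.6%). The mask is not complete. A peak that lies wholly inside an IAP-d-int element at *Bglap3* was soft-masked over 25.9% of its length. For the randomly placed intervals the share was 25.6% ± 1.25 (mean and SD of 100 placements), so the observed share exceeded the placements by far more than their spread. Among the peaks on elements of Table S2, 926 (77.5%) were soft-masked to this extent.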

TE enrichment in the ZFP57-bound subset of repeats was highly significant in comparison to the rest of genome (Fig. 1c, *P *< 0.0001). In total, ~ 7–8% of all IAPs present in the mouse genome are bound by ZFP57 in ES cells. This binding to repeats was specific, since only uniquely aligned reads were used for peak calling (based on paired-end read mapping) (Additional file 1: Fig. S2a). Since TE enrichment analysis using only unique mapped reads may introduce bias toward TEs with better mapping ability, we repeated the peak calling incorporating multimapped reads using random repeat assignment. Of the 523 additional peaks called in this way, 487 again mapped to IAP elements confirming ZFP57 enrichment at these LTR retrotransposons (Additional file 1: Fig. S2b).

**Fig. 1:**
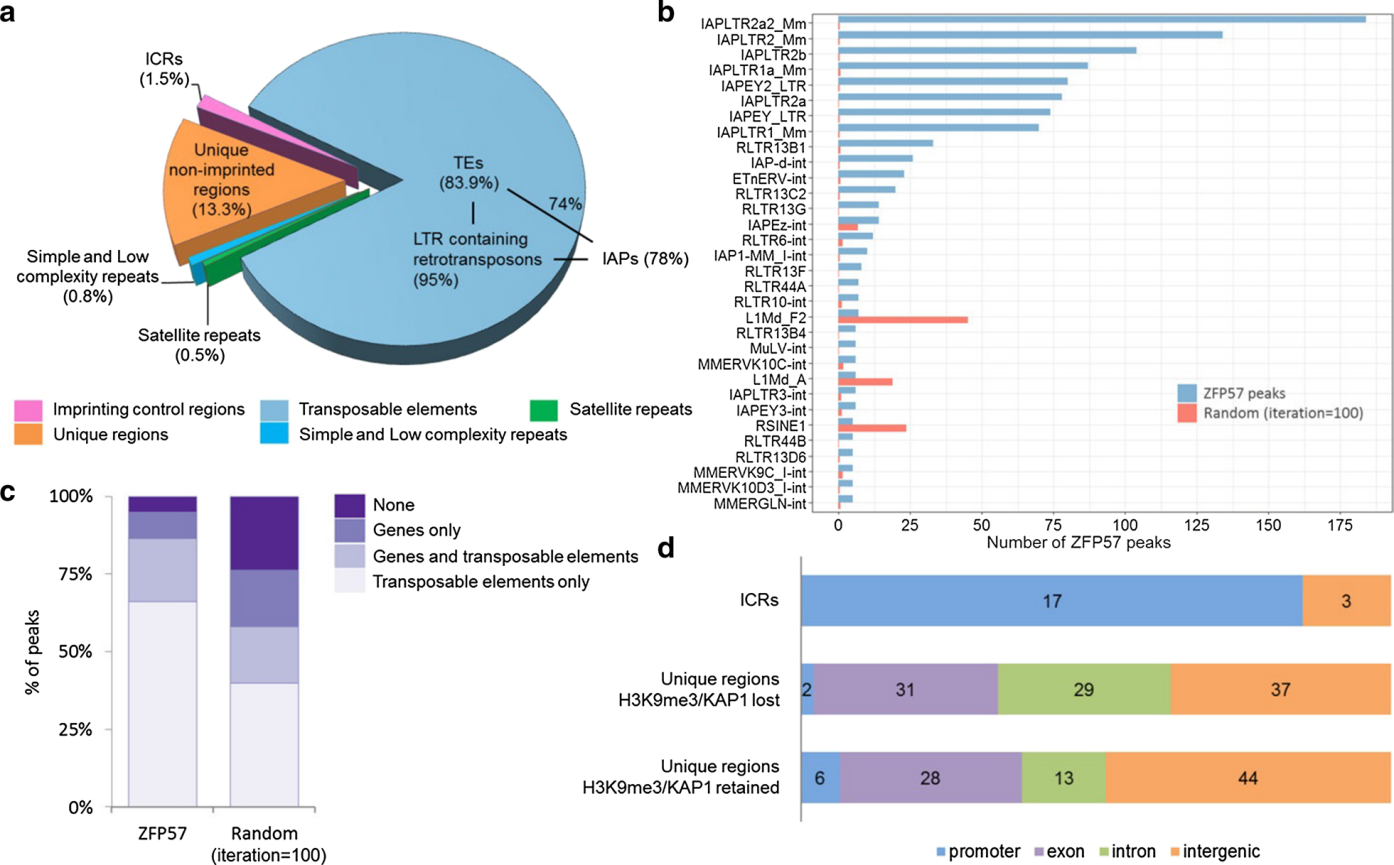
Genome-wide mapping of ZFP57 binding sites in ES cells. **a** Distribution of ZFP57 binding sites with respect to unique regions and repetitive elements. **b** Top 32 TE classes bound by ZFP57, ranked by number of ZFP57 peaks. IAPLTR2a2_Mm represents the most commonly targeted TE by ZFP57. **c** Significant enrichment of ZFP57 peaks at TEs relative to random peak permutations, number of iterations = 100, binomial *P* < 0.0001. **d** Non-repeat-associated peaks bind distinct genomic regions within ICRs and non-imprinted regions

Analysis of non-repeat-associated ZFP57 peaks revealed a distinct distribution of imprinted versus non-imprint bound sites with respect to gene features. Whilst maternally methylated ICRs coincide with gene promoters, the majority of non-imprint associated peaks was equally distributed within gene exons, introns and intergenic regions (Fig. 1d). Indeed, very few promoter-bound sites lay outside imprinted regions, but notably included the promoter of the *Dux* gene—a transcription factor involved in zygotic genome activation at the two-cell stage [28, 29]. 

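None of the 20 distinct peaks of the bound ICR anchors lay on an element. Of these 20, 13 were promoter-bound, 1 exonic, 3 intronic and 3 intergenic. The other 208 peaks outside elements comprised 7 at promoters (3.37%), 54 in exons (26.0%), 58 in introns (27.9%) and 89 between genes (42.8%). The position of an ICR was taken from a gene here, which by itself favours peaks near genes. Over all 1423 peaks, 29.2% overlapped a gene span (Wilson 95% interval from 26.9 to 31.7%), against 40.02% ± 1.38 (SD) of the random placements, and none of the 100 placements gave a share as low. The choice of peaks moved this share most: among the 228 peaks outside elements it was 58.8%. The paper's contrast is between ICRs, found at promoters, and other bound sites, spread over the remaining gene features.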

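Over all peaks, 26 (1.83%) were promoter-bound and 83 of the 100 random placements gave at least as many, with a mean share of 2.17%. For the *Dux* locus, the expression table's symbol *Dux* matched no RefSeq gene, and the position was taken from the model of *Duxf3*, at 58229505 to 58233089 on chromosome 10. A peak of 233 bp at 58232430 to 58232662 lay inside it, with its midpoint 543 bp from the start of the model, and was also in the hybrid list. The curated annotation used for the classes above holds no gene at this position, so this peak was counted there as intergenic. *Dux* lies in an array of near-identical copies, between which reads can be split. Its FPKM was 0.09 ± 0.03 (SD, n = 3) in WT and 0.045 ± 0.021 (SD, n = 2) in ZFP57 KO ES cells, under the level at which genes were tested.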

Our analysis of data from Imbeault et al. revealed that the human DUX4 promoter can be targeted by multiple KZFPs including ZFP57 [4], consistent with our observation that H3K9me3 is only partially lost at this locus in ZFP57 mutants.

#### Distinct H3K9me3- and KAP1-binding profiles at ZFP57-bound unique regions and transposable elements

KZFPs are associated with the KAP1-mediated recruitment of SETDB1 and in turn H3K9me3 deposition. We therefore examined the presence or absence of KAP1 and H3K9me3 in ZFP57 KO cells by ChIP-seq. Once again, using ICRs as internal controls, we found the expected loss of KAP1 binding at almost all ICRs (*n* = 20), of which 17 also exhibited complete loss of H3K9me3 (Fig. 2 and Additional file 1: Fig. S3). Interestingly, H3K9me3 was also lost at the KvDMR1 ICR—the only DMR retaining DNA methylation in BL6 zygotic KO ES cells (Additional file 1: Figs. S1b, S3). Three ICRs: *Grb10*, *Fkbp6* and *Peg10* exhibited varying degrees of loss of H3K9me3 and KAP1 binding (Additional file 1: Fig. S4).

**Fig. 2:**
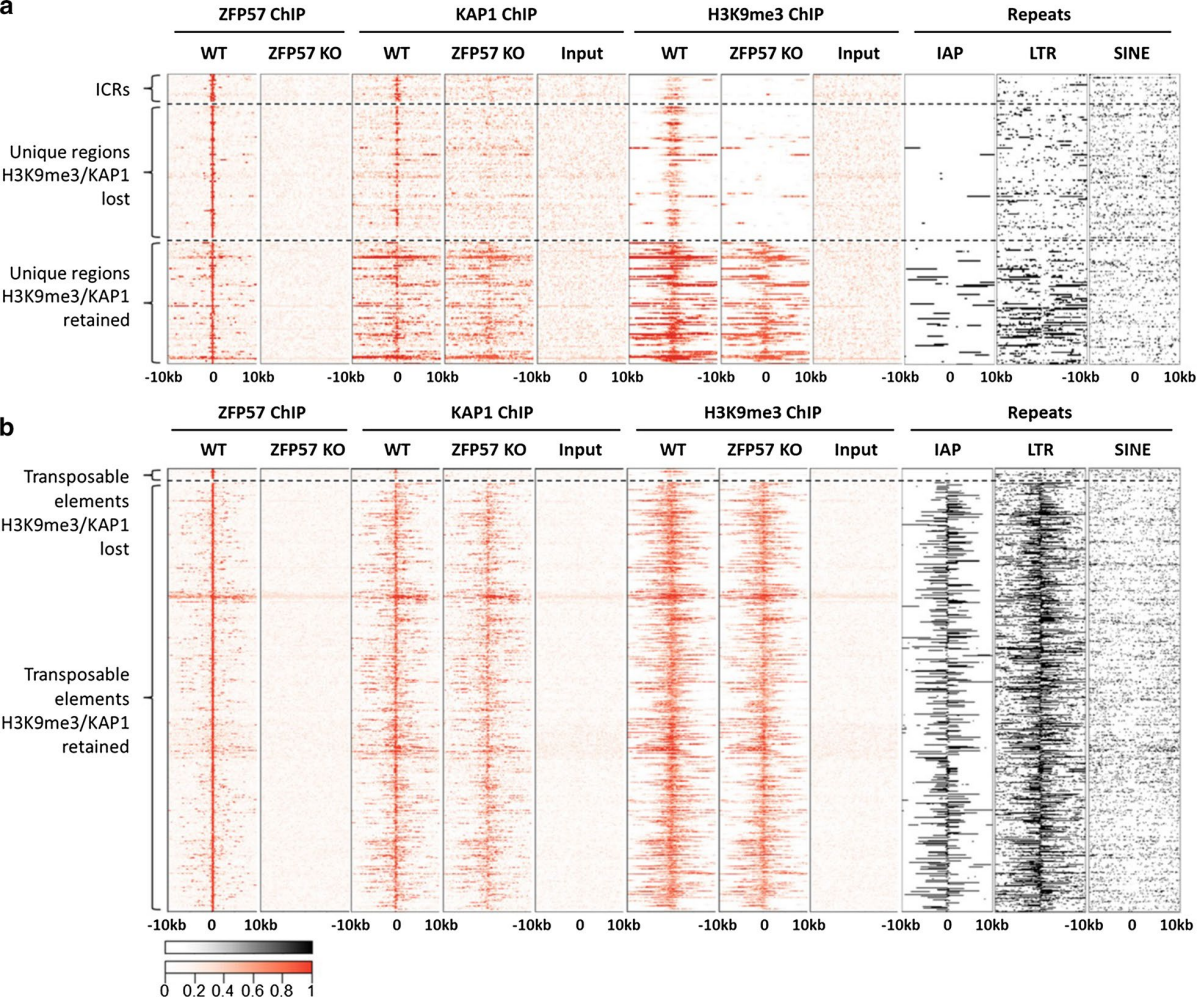
Distinct H3K9me3 and KAP1 binding profile at ZFP57-bound unique regions and transposable elements. **a** Heat maps of ChIP-seq enrichment signal (red) within ICRs/unique regions and **b** transposable element-associated binding sites. Enrichment of IAP, LTR and SINE elements is shown as black-and-white heat maps. Within unique regions, significant enrichment for LTRs nearby the H3K9me3 retaining group compared to the H3K9me3 losing group was observed by calculating distance to the nearest LTR from each peak (unpaired two-tailed *t* test, *P* < 0.001)

We next analyzed the genome-wide distribution of KAP1 and H3K9me3 at different categories of ZFP57 peaks in WT and KO cells. Approximately, one half (*n* = 98, 52%) of the unique non-ICR peaks exhibited complete loss of KAP1 and H3K9me3 in ZFP57 mutant ES cells, whilst the rest (*n* = 91, 48%) retained KAP1 binding and H3K9me3 (Fig. 2a). Upon further inspection of the H3K9me3-retaining group, it was revealed that although mapping to unique sequences, they are found in more repeat-dense genomic regions with specific enrichment of LTR-containing retrotransposons (*P* < 0.001, unpaired two-tailed *t* test) encompassing IAPs (Fig. 2a, right panel). We speculate that KAP1 binding (presumably recruited by other KZFPs) at those nearby retrotransposons maintains a generally repressed state of the entire region irrespective of ZFP57 binding.

In contrast to the unique ZFP57 target sites, virtually all ZFP57 peaks at transposable elements (98%; *n* = 1168) retained H3K9me3 levels (Fig. 2b). Only 26 (2.2%) TEs showed loss of KAP1 and H3K9me3 and these were mainly SINEs, non-IAP retroelements or solo IAP-derived LTRs. We thus conclude that despite widespread binding of ZFP57 to transposable elements, only a very small subset of them is dependent on this to maintain H3K9me3.

Finally, we mapped H3K9me3 profiles in ES cells derived from maternal–zygotic deletion of ZFP57 (Additional file 1: Fig. S5). Despite the more penetrant phenotype in vivo of the maternal zygotic deletion [14], we observed a nearly identical pattern of H3K9me3 loss/retention over the unique and repeat-associated subsets of peaks in ZFP57 MZ-KO ES cells. These results show for the first time, that the epigenetic profile of H3K9me3 repressive marks is largely equivalent in both zygotic and maternal–zygotic ZFP57 mutant ES cells.

#### Transcriptional profiling identifies few specific non-imprinted ZFP57 target genes

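The deposited RNA-seq table covers 3 WT and 2 ZFP57 KO libraries of the C57BL/6J lines, sequenced as paired reads of 150 bp. The authors deposited FPKM, fragment numbers scaled for transcript length and library size, for 24409 genes and rounded them to 2 decimals; the paper's text does not name the aligner, the counting or the test. Between 17504 and 18138 genes per library were above 0, and 4652 genes were at 0 in all 5. The 10 genes with the highest values took from 5.83 to 6.21% of each library's total. The table holds no fragment counts. In the paper's Table S2, however, the FPKM of elements with up to 20 fragments, multiplied by their length, fell on whole multiples of a fixed step in 99.7 to 100% of cases, against 10% by chance. Inferred in this way, 1 fragment on 1 kb is worth 0.0170 to 0.0196 FPKM in the 5 libraries. Of the genes, 24261 were placed on GRCm38 by symbol or synonym. Differences were tested with limma (eBayes with trend) on log2(FPKM + 0.1) for the 14612 genes with a mean of at least 0.1 FPKM, with Benjamini-Hochberg adjustment and a threshold of 0.05. Adding 0.1 understates the fold change of genes with low values. With 200 of these genes changed by 1 on the log2 scale in simulated libraries, 79.0% of them were recovered along with 14 other genes, and with none changed 2 genes were called. Since 3 libraries against 2 can be split in only 10 ways, an exact permutation test of a single gene cannot give a p below 0.1, and every adjusted p for a gene rests on limma's model across genes. The labels name no sequencing batch.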

To determine the functional consequences of ZFP57 deletion on the transcriptome, total RNA sequencing post-ribosomal RNA (rRNA) depletion was performed on these same control and mutant cell lines.

Genome-wide differential expression analysis revealed statistically significant altered expression of 1080 genes in ZFP57 KO cells in comparison to WT, which included many known imprinted genes in agreement with previously demonstrated roles of ZFP57 in imprint regulation (Fig. 3a and Additional file 2: Table S1). 

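*Zfp57* itself, at 37001163 to 37010729 on chromosome 17, was at 75.9, 72.3 and 70.6 FPKM in the 3 WT libraries and at 19.0 and 21.6 FPKM in the 2 KO libraries, a log2 fold change of -1.84 (standard error 0.06, limma's adjusted p = 2.3e-04). The table does not separate the deleted from the remaining exons. In all, 6002 of the 14612 tested genes passed the threshold, 2749 of them higher and 3253 lower in ZFP57 KO. An adjusted p under 0.01 together with a log2 fold change of at least 1 in size, an alternative chosen after seeing the data, moved this count most, to 923. The size alone gave 1172 genes, of which 428 were higher. With each WT library left out in turn, between 4257 and 4753 genes were called. All 1080 genes of the paper's Table S1 were among the 6002, each in the direction that table gives. The values of Table S1 come from the same libraries, and the filter of 0.1 FPKM was set so as to keep its genes. That they were tested and had the same direction is therefore not independent evidence. The median change of the 1080 genes was 0.83 in size on the log2 scale, against 0.44 for the 4922 calls outside Table S1.
Among called genes with a span of at least 200 bp, a mean of at least 1 FPKM and KO libraries beyond all WT libraries, *Mid1* rose most, from 1.38 ± 0.76 (SD, n = 3) to 21.1 ± 6.77 FPKM (SD, n = 2), a log2 fold change of 3.92 (limma's adjusted p = 0.0011). *Spry4*, *Nefm*, *Etv4* and *Fst* followed with log2 fold changes from 3.80 to 3.09. *Usp26* fell most, from 15.4 ± 0.81 to 0.925 ± 0.615 FPKM (SD, same n), by 4.06 on the log2 scale (limma's adjusted p = 6.4e-04). *Capn11*, *Mypn*, *Gm9112* and *Zscan5b* followed with log2 fold changes from -3.81 to -3.47. Shorter genes, most of them microRNAs, are left out of this ranking.
The calls were not spread evenly over the genome. On chromosome 11, 858 genes were called and 825 of them were lower. The median log2 fold change of the 1224 tested genes of this chromosome lay 0.49 below that of the rest (a shift of -0.49), and 89.5% of them were lower in KO. The shift was -0.47 in KO 1 and -0.52 in KO 2, whereas each WT library differed from the other WT libraries by between -0.040 and 0.031. Taken as a gene set with the preset correlation of camera, chromosome 11 had an adjusted p of 6.9e-26 over 20 chromosomes and held under fry with 0.0088. Chromosome 6 was shifted by 0.19, with 0.16 in KO 1 and 0.24 in KO 2. Its adjusted p was 2.7e-04 with camera of limma and did not hold under fry (0.083), and chromosome 18 passed fry (0.0088) but not camera (0.328). With the median of each chromosome subtracted before the test, 5291 genes were called, 435 of them on chromosome 11, and 958 of the 1080 genes of Table S1 were among them.

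**Figure D1:**
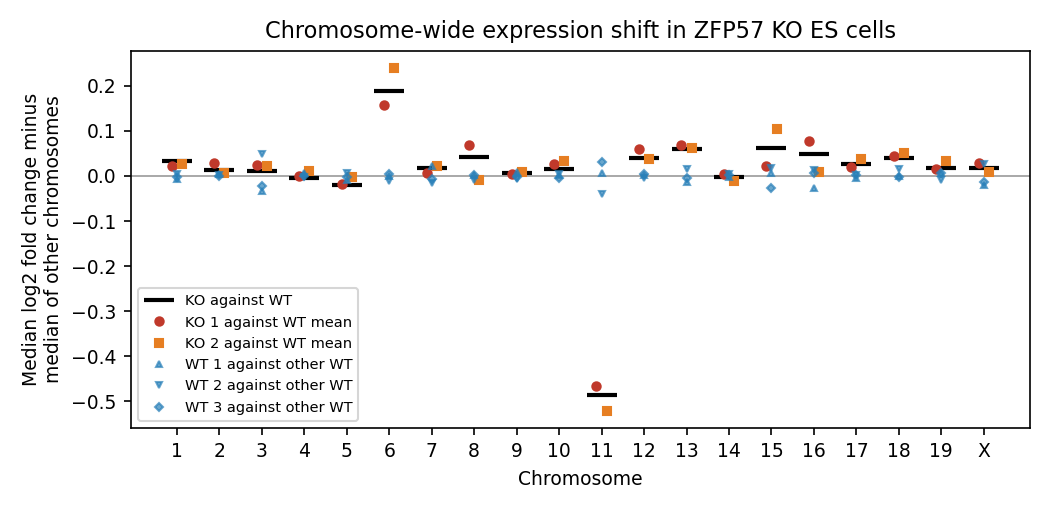
Median log2 fold change of the tested genes of each chromosome minus the median of the other chromosomes, in log2 units. Bars give KO against WT, circles and squares the 2 KO libraries against the WT mean, and triangles and diamonds each WT library against the other WT libraries; chromosome 11 lies at -0.47 and -0.52 in the KO libraries and chromosome 6 at 0.16 and 0.24.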

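Imprinted genes were counted over 2 lists. The genes that Fig. 3 marks as imprinted number 14, and all 14 were called, 12 higher and 2 (*Atp10a* and *Usp29*) lower. The count was also 14 when adjusted over the list alone, which is not independent evidence, since the study picked these genes from the same libraries. Their values are not all separate measurements: *Snrpn* and *Snurf* overlap, and the 2 copies of *Mir1906* carry identical values. A list of 60 genes of the ICR domains had 48 genes with enough expression to test, of which 29 were called, 19 higher and 10 lower; it was 29 too when adjusted over the list alone. This was 60.4% of the tested list against 41.0% of the other tested genes (odds ratio 2.20, 95% interval 1.19 to 4.15, two-sided Fisher's exact test, p = 0.0078). The test treats genes of the same imprinted cluster as independent. Among the lower genes, *Commd1* (-0.47) and *Zrsr1* (-0.32) lie on chromosome 11, whose median was -0.47. *Grb10*, on the same chromosome, was not called at 0.44, but stood at 0.91 after that median was subtracted (limma's adjusted p = 0.0262). With a log2 fold change of at least 1 in size, chosen after seeing the data, 7 of the 14 genes and 8 of the 48 were called, the latter 16.7% against 7.99% of the other genes (odds ratio 2.30, Fisher's exact test, p = 0.0536). This moved both counts most. Over the other 13 alternatives the count of 29 lay between 22 and 29, and over the fits that each left out a WT library between 23 and 26. *Rian*, from 20.7 ± 2.30 (SD, n = 3) to 120.1 ± 13.9 FPKM (SD, n = 2), had a log2 fold change of 2.53 (limma's adjusted p = 2.7e-04). *Slc38a4*, for which no peak was listed, fell by 0.68 on the log2 scale.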

Quantification of all annotated gene transcripts followed by hierarchical clustering analysis indicated clear segregation of the WT and mutant cell lines (Fig. 3b). 

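On the log2 scale, the Euclidean distance between a WT and a KO library was at least 75.1, and that between 2 libraries of the same genotype at most 47.6, a ratio of 1.58. Complete linkage separated the genotypes in its top division, and the 2 KO libraries joined each other at 47.6. The ratio depended on the measure, moving most with 1 minus the Spearman correlation, where it was 3.12. It was 1.55 without the genes of chromosome 11. The leading principal component held 67.4% of the variance, with the WT libraries at -34.8 to -24.8 and the KO libraries at 40.8 and 47.3.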

To determine whether non-imprint bound ZFP57 regions might regulate expression of nearby genes, we analyzed expression of all genes in close proximity (< 20 kb) to ZFP57 peaks (*n* = 748, Fig. 3c). 

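A total of 1010 genes of the table had a ZFP57 peak within 20 kb of their span, and 697 of these had enough expression to be tested. With gene spans that overlap a peak directly the number of tested genes was 289, and with a window of 50 kb it was 1331.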

We found that only a small subset (*n* = 75) of differentially expressed genes harbored ZFP57-binding sites or have ZFP57 peaks located nearby (< 20 kb). Thus, the majority of differentially expressed genes may not be direct targets of ZFP57 and instead may represent secondary effects of a perturbed imprinted gene network.

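Of the 697 tested genes within 20 kb of a peak, 312 were differentially expressed, 127 higher and 185 lower in KO, and 385 were not. Outside chromosome 11 the directions were nearly balanced, with 125 higher and 132 lower. With each chromosome's median subtracted, 121 were higher and 146 lower. The 312 genes made up 5.22% of the 5981 differentially expressed genes with a position. A log2 fold change of at least 1 in size, an alternative chosen after seeing the data, moved this count most, to 67. The window gave 136 genes whose span overlaps a peak and 589 genes within 50 kb. With the peaks also in the hybrid list it was 178. Leaving out each WT library in turn gave between 226 and 254. Of the 1080 genes of Table S1, 73 lay within 20 kb of a peak.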

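Among the genes near a peak 44.8% were differentially expressed, and among the other tested genes 40.9% (odds ratio 1.17, 95% interval 1.00 to 1.37, two-sided Fisher's exact test, p = 0.0442). This small excess did not hold throughout. Over the 16 alternatives the odds ratio lay between 1.10 and 1.28 and p of Fisher's exact test between 0.00946 and 0.242, and without the genes of chromosome 11 it was 1.15 (p = 0.101). In 10000 gene lists of the same size and expression, a mean of 287.5 genes lay near a peak and 283 lists reached 312 (permutation p = 0.0568, two-sided). Without WT replicate 3 the odds ratio was 1.17 (Fisher's exact test, p = 0.0665). Genes are not independent replicates, and the intervals cover counting error only. From the small share of changed genes with a nearby peak, the paper proposes that most are secondary to a perturbed network of imprinted genes.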

**Fig. 3:**
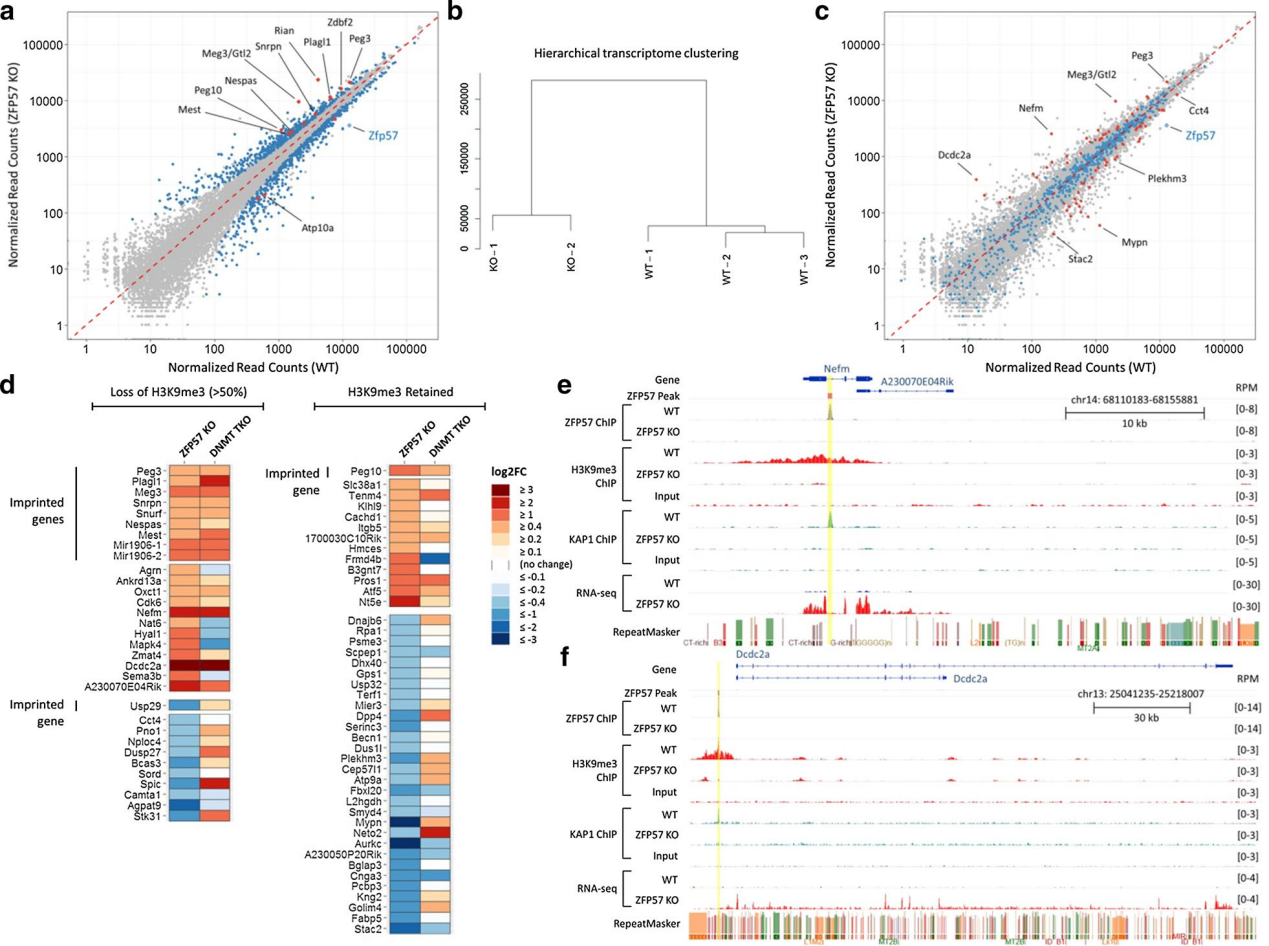
ZFP57 KO ES cells show perturbed expression of imprinted and non-imprinted genes. **a** Scatterplot of gene expression in WT and ZFP57 KO ES cells with differentially expressed genes shown in blue, of which the known imprinted genes are highlighted in red. **b** Hierarchical transcriptome clustering analysis showing clear segregation of WT versus KO cells. **c** Scatterplot as in **a** but highlighted all the genes < 20 kb of ZFP57 peak, blue = no significant change in expression of associated genes (*n* = 673), red = differentially expressed (*n* = 75). **d** Gene expression differences within the 75 genes, with ZFP57 peaks losing H3K9me3 shown on the left, and those retaining H3K9me3 shown on the right. Expression of ZFP57 KO and DNMT TKO versus their corresponding WT control is shown side by side for comparison. **e** Genome browser screenshots for the two highest upregulated non-imprinted genes Nefm and **f** Dcdc2a, showing relative location of ZFP57 peak, H3K9me3/KAP1 enrichment and RNA-seq tracks for each gene

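All 75 genes named in Fig. 3d were called, 34 higher and 41 lower in KO, and 73 of them had a peak within 20 kb. With the grouping of the figure, 21 of the 32 genes whose peaks lose H3K9me3 were higher and 11 lower, against 13 higher and 30 lower among the 43 whose peaks retain it (odds ratio 0.232 for the retained group, two-sided Fisher's exact test, p = 0.0045). Without the 15 genes on chromosome 11, p was 0.00966 in the same exact test. Without the genes marked as imprinted, among which *Snrpn* and *Snurf* overlap and the *Mir1906* copies are identical, the contrast was weaker. Then 12 of 22 genes of the lost group and 12 of 42 of the retained group were higher (odds ratio 0.340, Fisher's exact test, p = 0.0581). The study chose these 75 genes as differentially expressed in the same libraries. Genes of the same locus are counted separately, so the tests treat them as independent. Examples are *Nefm* and *A230070E04Rik*, which share a peak, and *Meg3* with the *Mir1906* copy inside its span.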

We ascertained whether the 75 ZFP57-bound differentially expressed genes were misregulated as a direct consequence of loss of H3K9me3 and/or DNA methylation in ZFP57 KO ES cells by comparing this with their expression levels in DNMT TKO ES cells lacking both maintenance and de novo DNA methyl transferases [25]. These cells are devoid of any detectable 5-methylcytosine (5mC) in the genome, and as ZFP57 binding is DNA methylation dependent, they are unable to target ZFP57 binding. 

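In ZFP57 KO ES cells, 9 of the 10 imprinted genes that Fig. 3d lists beside lost H3K9me3 were higher. *Peg3* rose from 35.9 ± 2.10 (SD, n = 3) to 57.9 ± 5.30 FPKM (SD, n = 2), a log2 fold change of 0.69 (standard error 0.07, limma's adjusted p = 0.0012). *Meg3* rose from 2.92 ± 0.59 to 13.5 ± 2.08 FPKM (SD, same n), a log2 fold change of 2.18 (standard error 0.18, limma's adjusted p = 5.8e-04). *Plagl1*, *Nespas* and *Mest* had log2 fold changes of 0.75, 0.70 and 0.78; *Mest* lies on chromosome 6 and stood at 0.61 after that chromosome's median was subtracted. *Usp29*, next to *Peg3*, fell by 1.34. *Peg10*, listed with retained H3K9me3, had a log2 fold change of 1.41. These genes were called in each of the fits that left out a WT library. The DNMT TKO libraries were not analysed here.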

We found that imprinted genes upregulated in ZFP57 KO ES cells had a strong tendency to be also upregulated in DNMT TKO cells suggesting these are direct ZFP57 targets (Fig. 3d, top). In addition, several non-imprinted genes were also coordinately upregulated in both mutants, whilst no such correlation could be seen in genes that are downregulated in ZFP57 null ES cells (Fig. 3d, bottom) indicating that those are likely to be secondary effects. 

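Of the 22 genes not marked as imprinted whose peaks lose H3K9me3 in Fig. 3d, 12 were higher and 10 lower in ZFP57 KO. Among the higher ones besides those of Fig. 3e and f were *Mapk4* and, chosen after their values were seen, *Sema3b*, *Zmat4* and *Hyal1*, with log2 fold changes of 1.76, 1.66, 1.61 and 1.00. Of the 41 lower genes of the figure 15 lie on chromosome 11, where nearly all genes were lower, and no gene of the figure on this chromosome was higher. With each chromosome's median subtracted, 8 of these 15 lost their call, among them *Cct4* (log2 fold change -0.58 before and -0.11 after, limma's adjusted p = 0.0014 and 0.241, and from 7.3e-04 to 0.241 over its alternatives). None of the 26 lower genes elsewhere lost the call.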

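*Nefm* spans 68119545 to 68125004 on chromosome 14 and has a peak in an intron, at 68121507 to 68121854, which holds 4 copies of TGCCGC on the reverse strand and is also in the hybrid list. It was at 1.76, 1.17 and 0.83 FPKM in WT and at 12.9 and 15.6 FPKM in KO, a log2 fold change of 3.46 (standard error 0.28, limma's adjusted p = 5.7e-04). With single libraries left out, KO libraries included, the fold change stayed between 3.22 and 3.72. *A230070E04Rik*, on the opposite strand, overlaps *Nefm* and starts 1898 bp from the peak. It rose from 0.21 ± 0.09 (SD, n = 3) to 2.02 ± 0.12 FPKM (SD, n = 2), a log2 fold change of 2.81 (limma's adjusted p = 7.0e-04). The paper's text does not state whether the counting used the strand, so reads of the overlap could belong to either gene. *Dcdc2a* spans 25056004 to 25210706 on chromosome 13, and the nearest peak, at 25050388 to 25050736, lies 5268 bp upstream with 1 copy of the hexanucleotide. It was at 0.05, 0.02 and 0.03 FPKM in WT and at 0.98 and 0.77 in KO, a log2 fold change of 2.87 (standard error 0.21, limma's adjusted p = 5.2e-04), which the added 0.1 understates at these WT values.

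**Figure D2:**
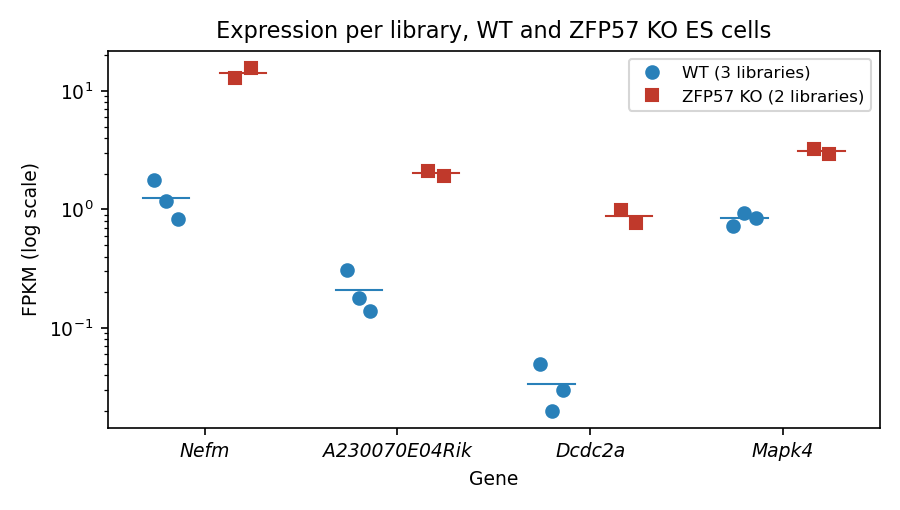
FPKM (log scale) of *Nefm*, *A230070E04Rik*, *Dcdc2a* and *Mapk4* in the 3 WT libraries (circles) and the 2 ZFP57 KO libraries (squares), with a line at each mean. For each gene both KO libraries lie above all 3 WT libraries.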

Amongst the strongest upregulated non-imprinted genes in both mutants were the *Nefm* and *Dcdc2a* genes (Fig. 3e, f). In both cases, loss of ZFP57 led to loss of KAP1 binding, and abolition of a repressive H3K9me3 domain around the gene indicating a primary role for DNA methylation in the recruitment of repressive epigenetic states at these regions via ZFP57.

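In a comparison added with the data in hand, genes near a peak were divided by the kind of peak, outside chromosome 11 and against the 12708 tested genes without a peak. Among the 213 genes within 20 kb of a peak outside transposable elements, 26.8% were higher in KO against 20.3% of the genes without a peak (odds ratio 1.43, two-sided Fisher's exact test, p = 0.0255, adjusted p = 0.0680 over the 8 comparisons made). After removal of the genes on either imprinted list the share was 23.0% (odds ratio 1.17, Fisher's exact test, adjusted p = 0.481). With a log2 fold change of at least 1 in size, 14 of the 213 genes were higher, 6.57% against 3.14% (odds ratio 2.17, Fisher's exact test, adjusted p = 0.0762). At this size, without the imprinted lists, 11 of 187 genes were higher, 5.88% against 3.12% (odds ratio 1.94, Fisher's exact test, adjusted p = 0.209). Lower genes, at any size, made up 16.9% of the 213 genes, against 17.9%.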

In conclusion, we found a large network of gene deregulation occurring in ZFP57 KO ES cells, however, apart from imprints, only a small proportion of non-imprinted genes are likely to be directly regulated by ZFP57.

#### ZFP57 is not required for transposable element silencing in ES cells

Given the widely accepted role of KZFPs in silencing retroelements, we further explored whether ZFP57 binding to transposable elements is functionally relevant or perhaps a secondary effect of DNA methylation at these loci. 

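The paper's Table S2 lists FPKM in the same 5 RNA-seq libraries for 1126 ZFP57-bound elements, and the tests here were run on those values. In all 5 libraries 397 elements (35.3%) were at 0, which at this depth cannot tell absence from weak transcription, and 152 had a mean of at least 0.1 FPKM in WT or KO. Of these 152, limma with Benjamini-Hochberg adjustment called 25, 4 higher and 21 lower in KO, and 51 had an unadjusted p under 0.05. Without WT replicate 1 the count was 6, and over the 3 fits that each left out a WT library it lay between 6 and 26. The median log2 fold change of the tested elements was -0.21. Among the 97 tested IAPs 15 were called, 3 of them higher. A mean of at least 1 FPKM was reached by 33 elements in WT and by 29 in KO. Of the called elements 12 lay within genes, whose transcripts cannot be separated from theirs. The 4 that rose, named after their values were seen, all stayed under 0.5 FPKM. Without WT replicate 1 the number called higher was 0, with 8 higher at an unadjusted p under 0.05. They were an IAPLTR1_Mm in *Rnls*, an IAPLTR2b at 17928654 and an RLTR10-int at 119774990 on chromosome 12, and an IAPLTR2_Mm at 86398118 on chromosome 14, which is listed at 0 in all WT libraries. The RLTR10-int was at 0.130 ± 0.083 (SD, n = 3) FPKM in WT and 0.463 ± 0.046 (SD, n = 2) in KO.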

The vast majority of ZFP57-bound transposable elements retained H3K9me3 in mutants (Fig. 2b) and remained transcriptionally repressed (Additional file 1: Fig. S6 and Additional file 2: Table S2). Interestingly, despite the overall retention of H3K9me3 enrichment, we observed a reduction of KAP1 signal at ZFP57-bound TEs in the mutants (Fig. 4a), indicating that ZFP57 at least in part contributes to KAP1 recruitment. We hypothesized that the retained repression of retrotransposons in ZFP57 KO ES cells might be mediated by binding of other KZFPs recruiting KAP1 at levels sufficient to maintain H3K9me3. A recent screen for KZFPs that target retrotransposon silencing identified ZFP932 and Gm15446 as partially redundant factors binding to endogenous retroviruses including IAPs [6]. We overlapped these published binding sites with those at ZFP57 and identified a subset (*n* = 85) of targeted transposable elements that are jointly bound by ZFP57 (Fig. 4b). One example of this is shown for the RLTR44E retroelement located ~ 2 kb downstream from the *Ankrd10* gene and harbors adjacently located ZFP57 and ZFP932/Gm15446 peaks (Fig. 4c). In ZFP57 null ES cells, KAP1 is specifically lost under the ZFP57 peak, whilst being maintained at the neighboring site of two other KZFPs. Consequently, the region of the repeat maintains overall H3K9me3 levels and neither reactivation of RLTR44E nor *Ankrd10* was observed in ZFP57 mutants. 

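The RLTR44E element spans 11605722 to 11609073 on chromosome 8, and the ZFP57 peak on it, at 11608383 to 11609109, lies 2472 bp from *Ankrd10*. In the paper's Table S2 the element was at 1.08, 1.17 and 1.37 FPKM in WT and at 1.30 in both KO libraries, a log2 fold change of 0.11 (standard error 0.17, limma's adjusted p = 0.690). *Ankrd10* was at 13.5, 14.4 and 14.6 FPKM in WT and at 14.6 and 12.5 in KO, a log2 fold change of -0.07 (standard error 0.08, limma's adjusted p = 0.5097). For both, the WT and KO libraries overlapped.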

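An IAP-d-int element of 2620 bp lies inside *Bglap3*, at 88369987 to 88372606 on chromosome 3, with a ZFP57 peak at 88370123 to 88370477. Its FPKM in the paper's Table S2 was 4.60, 4.39 and 5.76 in WT and 1.60 and 1.13 in KO, a log2 fold change of -1.78 (standard error 0.21, limma's adjusted p = 0.0060). *Bglap3*, which spans 88368616 to 88372741 and whose exons share reads with the element, went from 8.76 ± 1.08 (SD, n = 3) to 2.43 ± 0.90 FPKM (SD, n = 2), a log2 fold change of -1.85 (standard error 0.22, limma's adjusted p = 0.0016). Both KO libraries lay below all WT libraries for the element and for the gene, and the gene kept this direction and its call when single WT libraries were left out. *Bglap3* has near-identical neighbours, so its reads may be split between copies. *Zfp932* and *Gm15446*, which encode the other 2 KZFPs, both had log2 fold changes of -0.07 in ZFP57 KO (limma's adjusted p = 0.578 and 0.476).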

Amongst triply bound transposable elements in general, no reactivation was observed in either the ZFP932/Gm15446 double deletion or ZFP57 KO ES cells (with the exception of the IAP element in the vicinity of *Bglap3*), indicating potential for redundant functions of KZFPs (Additional file 1: Fig. S7).

**Fig. 4:**
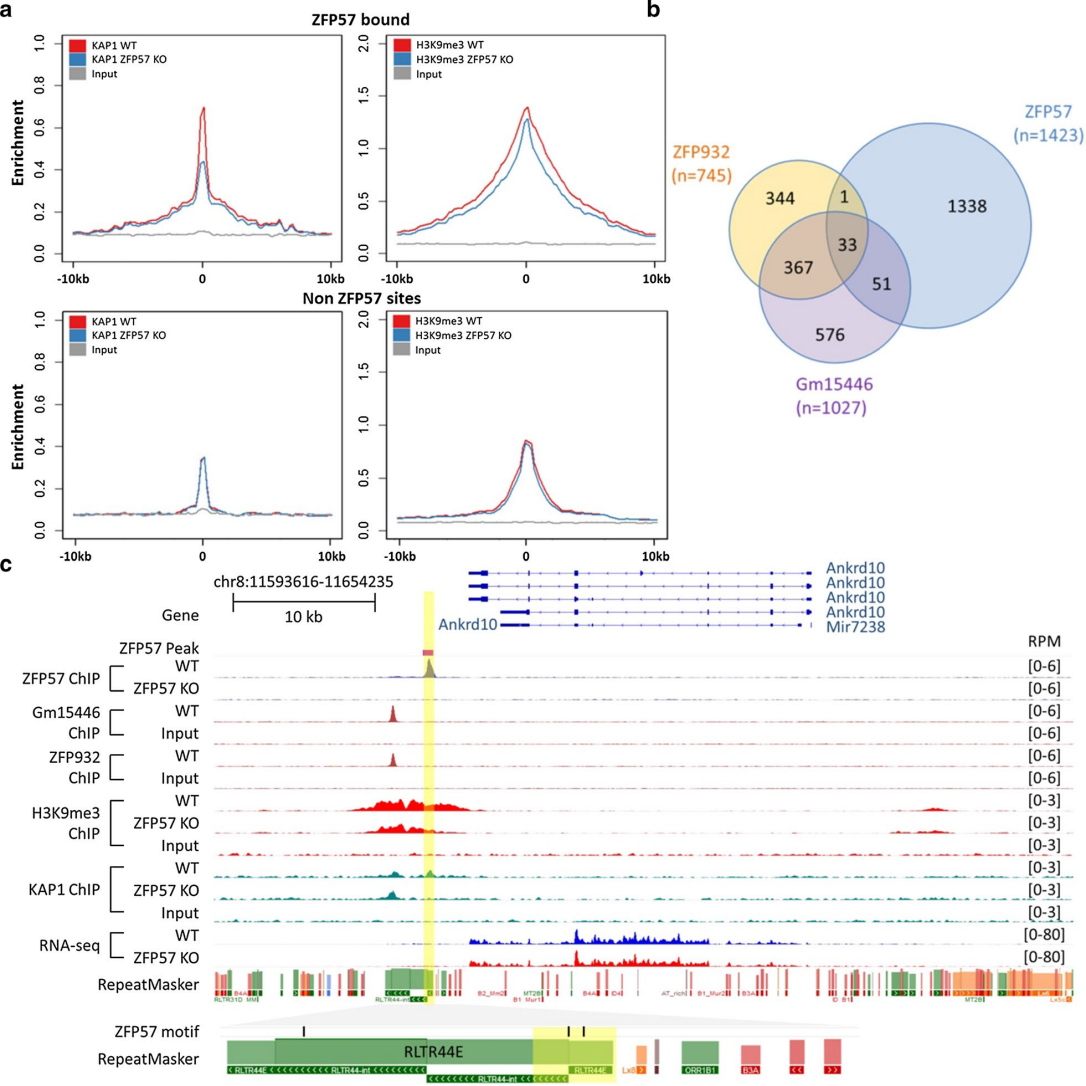
ZFP57 plays a largely redundant role in transposon silencing. **a** Reduction of KAP1 ChIP signals in ZFP57 KO under TE-bound ZFP57 peaks, which leads to very modest reduction in H3K9me3 levels (top), no such reduction was observed at other KAP-bound TEs in absence of ZFP57 binding (bottom). **b** Venn diagram showing partial overlapping ZFP57, ZFP932 and Gm15446 peaks. 33 ERVs were found to be triply co-bound. **c** Genome browser screenshot of a triply co-bound RLTR44E retroelement near the Ankrd10 gene. Notably, there is a partial loss of H3K9me3 under the ZFP57 peak in ZFP57 KO but not adjacent ZFP932/Gm15446 peaks, thus maintaining overall silencing of the repeat and unchanged levels of the proximal gene

Intriguingly, ~ 2% of transposable elements (*n* = 26) bound by ZFP57 did exhibit loss of KAP1 and H3K9me3 (Fig. 2b). However, apart from two notable exceptions, this was not associated with transcriptional activation of the repeat itself or of the nearby coding gene. 

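The MER20 element of the paper's Table S2 spans 112 bp, from 21043904 to 21044015 on chromosome 19, within a ZFP57 peak. Its FPKM was 0 in the 3 WT libraries and in KO 1, and 0.160 in KO 2, a value about as large as 1 fragment gives on an element of this length. At this depth a change cannot be told from none, and the neighbouring transcript was not analysed here.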

In one case, loss of ZFP57 binding at the intergenic MER20 (a DNA transposon) was associated with an increase in the expression of an unannotated transcript comprising both unique regions and a cluster of transposable elements (Additional file 1: Fig. S8). 

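*Mapk4*, at 73928486 to 74064949 on chromosome 18, was at 0.73, 0.94 and 0.85 FPKM in the WT libraries and at 3.23 and 2.93 in the KO libraries. The log2 fold change was 1.76 (standard error 0.13, limma's adjusted p = 5.4e-04) and lay between 1.68 and 1.84 with single libraries left out. A ZFP57 peak of 575 bp at 73959145 to 73959719 covers an IAPEY2_LTR of 370 bp in an intron of the gene. Another peak of 476 bp lies 33199 bp beyond the gene's end, on an IAPEY_LTR of 366 bp. Both LTRs are listed at 0 in all 5 RNA-seq libraries, neither peak is in the hybrid list, and they hold 3 and 4 copies of TGCCGC.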

In the other example, the IAP-derived LTR showed loss of H3K9me3 and KAP1 binding and this was associated with increased expression of the host coding gene *Mapk4* (Additional file 1: Fig. S9) [25]. This element comprised the LTR only and not the full length IAP, supporting the general rule that IAPs are not affected by ZFP57 ablation.

Together, our data suggest that ZFP57 is not required for repression of transposable elements to which it binds. This might be partially explained by other KZFPs binding alongside ZFP57 to recruit repressive states to these elements. However, the highly redundant and combinatorial nature of KZFPs binding to transposable elements makes it difficult to ascertain the complexities of these relationships.

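Among all tested genes outside chromosome 11, 416 had a peak within 20 kb on a transposable element and none outside one. Of these genes 16.6% were higher in KO and 24.0% lower, against 20.3% and 17.9% of the genes without a peak (odds ratio 0.780 for higher, adjusted p = 0.114, and 1.45 for lower, adjusted p = 0.0092, two-sided Fisher's exact tests). With a log2 fold change of at least 1 in size the excess of lower genes did not pass the threshold, with 5.77% against 4.40% (odds ratio 1.33, Fisher's exact test, adjusted p = 0.365). From the elements' retained marks and expression, the paper proposes that ZFP57 is dispensable for their repression.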

#### Relationship between DNA methylation and H3K9me3 at ZFP57 targets

To explore the relationship between DNA methylation and H3K9me3 at different types of ZFP57 targets in more detail, we analyzed DNA methylation levels at these regions using quantitative bisulfite pyrosequencing. As expected, we found that loss of ZFP57 and H3K9me3 was associated with loss of DNA methylation at imprints. Regions retaining H3K9me3 (both transposons and unique non-imprinted peaks) predominantly retain their DNA methylation status (Fig. 5a). Interestingly, non-imprinted regions that lost H3K9me3 retained considerable levels of DNA methylation indicating that DNA methylation at these loci is not dependent on H3K9me3.

**Fig. 5:**
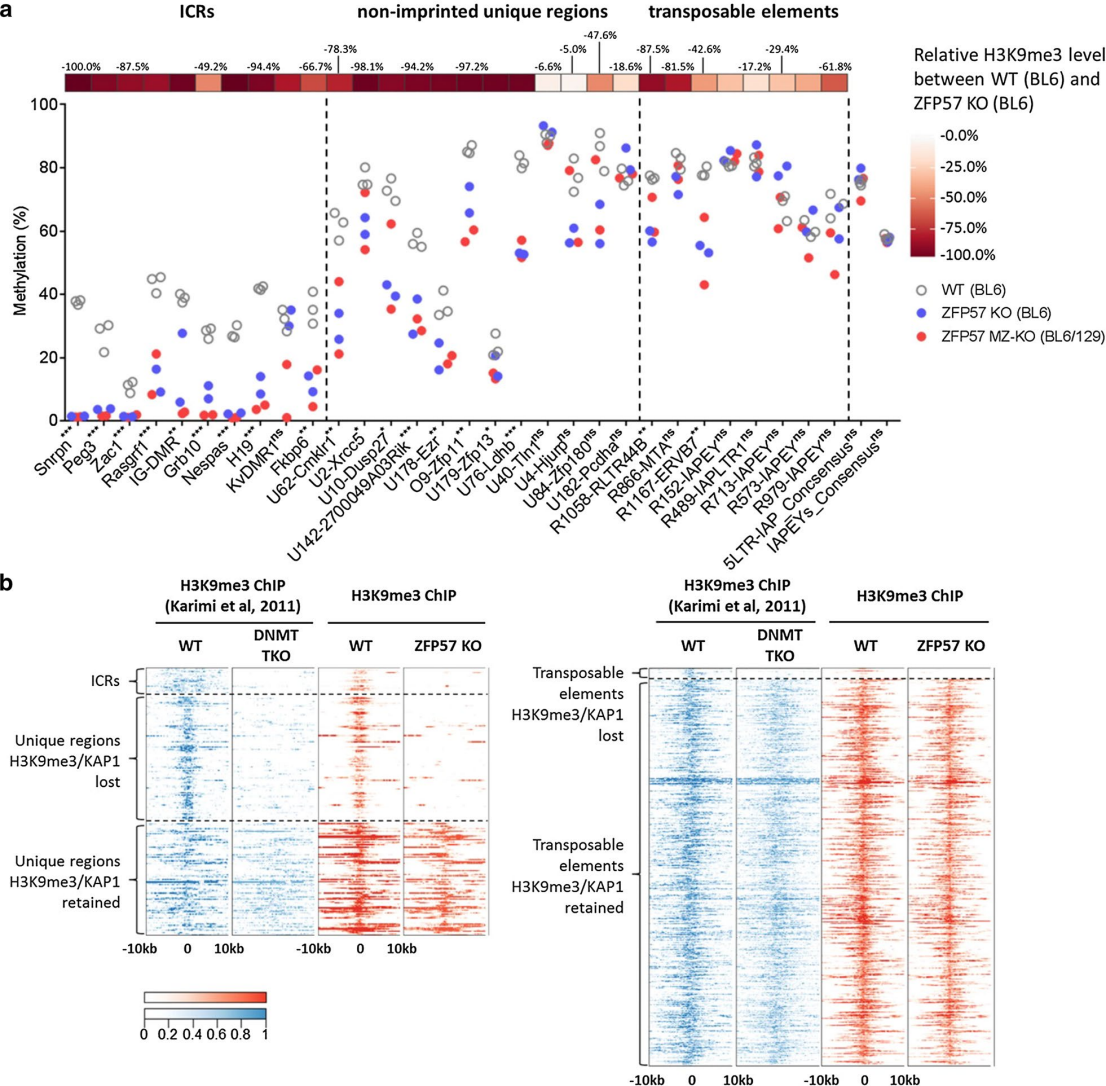
Relationship between DNA methylation and H3K9me3 at ZFP57-binding sites in ES cells. **a** Relationship between loss of DNA methylation and loss of H3K9me3 at select ICRs, unique regions and transposable elements bound by ZFP57. 5′ LTR-IAP and IAPEY consensus regions were used as control. ns, not significant, *P < 0.05, **P < 0.01, ***P < 0.001; unpaired two-tailed *t* test. **b** Heat maps of ChIP signals for H3K9me3 in DNMT TKO (blue trace) and ZFP57 KO (red trace) ES cells at ZFP57-bound unique regions (left) and transposable elements (right)

Conversely, to test if DNA methylation is necessary to confer H3K9me3 at these regions, we compared the profile of H3K9me3 in ZFP57 KO cells with that of DNA methylation-deficient (DNMT TKO) cells [25]. Strikingly, our analysis identified the pattern of H3K9me3 to be virtually identical between the TKO and ZFP57 mutants: the repressive mark was lost at ICRs and at the exact same subset of non-imprinted unique regions, whilst it was maintained over TE-associated ZFP57 peaks (Fig. 5b). These data suggest two types of relationships between H3K9me3 and DNA methylation mediated by ZFP57: imprinted and non-imprinted unique regions where H3K9me3 is dependent on DNA methylation and TEs, where H3K9me3 can be maintained in the absence of DNA methylation. Importantly, in both instances, ZFP57 recruits KAP1.

Finally, we queried the global extent to which ZFP57-binding sites can explain DNA methylation-dependent H3K9me3 in DNMT TKO cells. In total, 15.6% (*n* = 91) of all H3K9me3 sites that were lost in the TKO mutant had both a strong ZFP57 and KAP1 enrichment signal (Additional file 1: Fig. S10). Curiously, the remaining H3K9me3-depleted regions (*n* = 492) were not associated with KAP1 indicating that ZFP57 is the main, if not sole, KZFP that recruits repressive histone marks in a DNA methylation-dependent manner in ES cells. This also indicates that KAP1-independent processes regulate H3K9me3 at the other sites.

#### ZFP57 maintains germline-derived DNA and H3K9 methylation at both imprinted and non-imprinted regions during preimplantation development

Imprinting control regions acquire differential DNA methylation in gametes, which is then selectively maintained through preimplantation stages of development. This maintenance has been shown to be fully ZFP57 dependent in ES cells and for a subset of ICRs in vivo [14, 18]. We investigated whether non-imprinted unique ZFP57 targets in ES cells are also germline methylated and whether they too are protected from post-fertilization genome-wide erasure of DNA methylation.

Analysis of publicly available datasets [30–32] revealed that indeed the majority of unique non-imprinted targets of ZFP57 where methylation data are available are methylated in both germlines (*n* = 42), with a few that are either oocyte (*n* = 6) or sperm (*n* = 11) specific gDMRs. We analyzed the DNA methylation dynamics at these regions throughout pre-implantation development and found that ZFP57 binding conferred significant protection against post-fertilization demethylation at oocyte-specific gDMRs as well as non-DMR regions methylated in both germ cells (Fig. 6 and Additional file 2: Table S3). Most intriguingly, allele-specific methylation analysis revealed preferential protection of the maternal allele resulting in formation of transient DMRs post-fertilization (Additional file 2: Table S4). In contrast to known imprinted ICRs, these transient oocyte-specific gDMRs get resolved by acquiring DNA methylation in the post-implantation epiblast, resembling patterns that have been previously reported for placenta-specific imprinted and transient maternal gDMRs [27, 32–34]. Sperm-specific methylated regions, with exception of the three known paternal germline imprints, are not generally protected from DNA methylation reprogramming despite being ZFP57 bound in our ChIP-seq ES cell data.

**Fig. 6:**
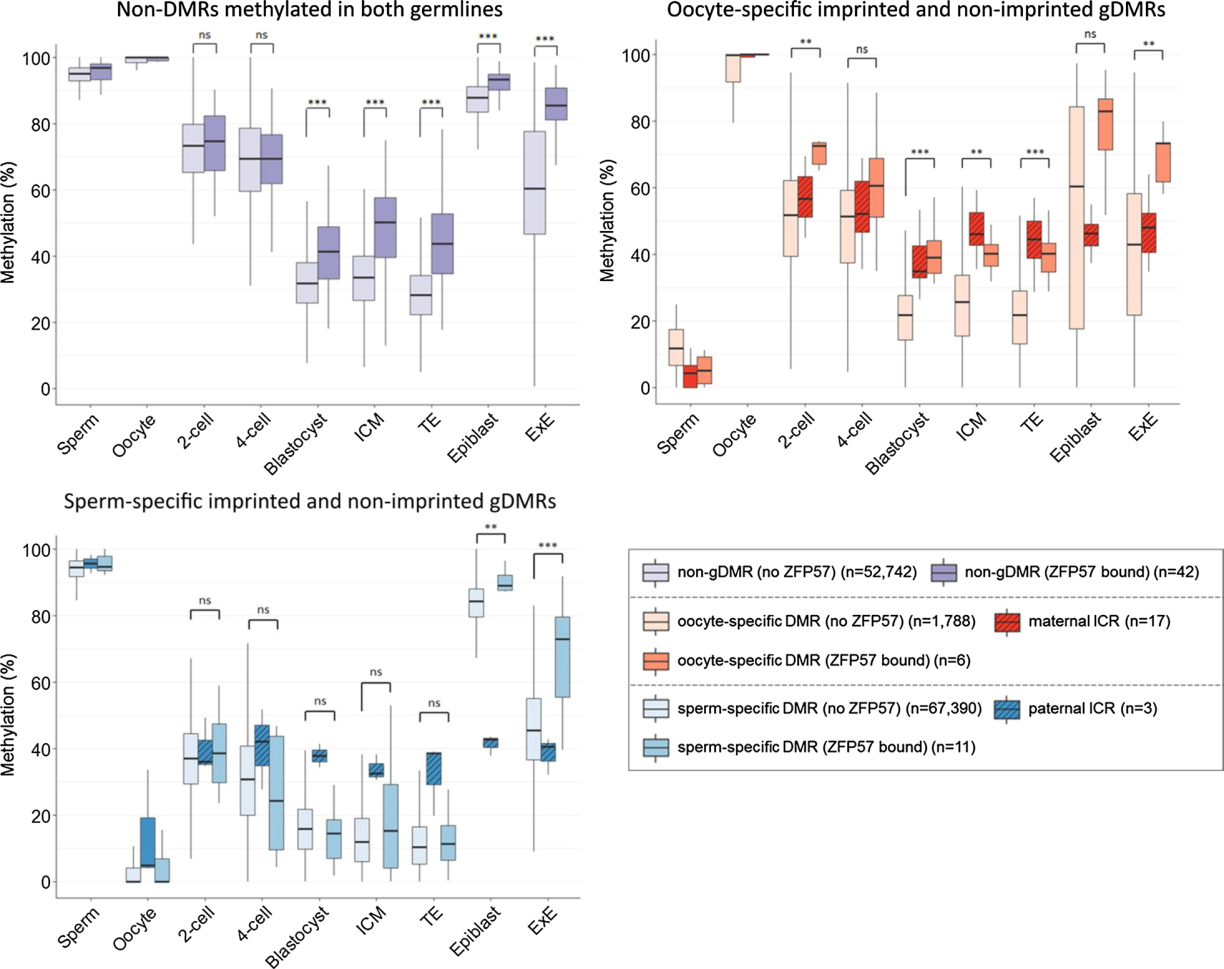
ZFP57 maintains DNA methylation at both imprinted and non-imprinted regions during preimplantation development. DNA methylation levels of non-DMRs, oocyte and sperm-specific germline DMRs bound by ZFP57 (darker colored) versus those not bound by ZFP57 (light colored) during preimplantation development and in E6.5 epiblast and extraembryonic ectoderm [30–32]. Known ICRs are shown as hatched boxes for comparison. ICM, inner cell mass; TE, trophectoderm; ExE, extraembryonic ectoderm; ns, not significant, *P < 0.05, **P < 0.01, ***P < 0.001; Mann–Whitney *U* test

We next analyzed H3K9me3 level dynamics at these regions using recently published datasets [35]. Known maternally methylated ICRs were found to be enriched for H3K9me3 in the MII oocyte and retained this state in accordance with their DNA methylation. Furthermore, non-imprinted transient gDMR and non-DMR regions that are both DNA methylated and bound by ZFP57 had significantly higher H3K9me3 levels in the oocyte than those without ZFP57. This was also true at post-fertilization stages (Additional file 1: Figure S11). In contrast, sperm chromatin is nucleosome depleted and hence is generally devoid of H3K9me3 modification regardless of gDMR or ZFP57 binding status [35, 36].

Taken together, we conclude that ZFP57 preferentially protects maternal methylation at bound regions against post-fertilization epigenetic reprogramming, whilst playing no role in protecting non-imprinted paternally inherited methylation.

## Discussion

In the present study, we demonstrate that, in ES cells, ZFP57 binds not only to ICRs, but also to non-imprinted unique regions and transposable elements, in particular, to IAPs. We have performed a detailed epigenetic and transcriptomic analysis of ZFP57 mutant ES cells allowing us to ascertain the relative functional roles played by ZFP57 within different genomic locations. We have determined the hierarchical relationship between DNA methylation and H3K9me3 at ZFP57-bound regions, and assessed whether ZFP57 maintains DNA methylation at non-imprinted loci during post-fertilization epigenetic reprogramming.

We have identified a subset of unique non-imprinted genomic regions, which depend on DNA methylation and ZFP57 binding for the recruitment of KAP1 and H3K9me3. Only a small proportion of these is associated with significant changes in gene expression in ZFP57 mutants. A striking difference between ICRs and non-imprinted unique ZFP57-bound regions is that the former are predominantly found at promoters, but the latter bind exonic, intronic and intergenic regions. A subset of ZFP57 peaks map to the 3′ exons of several protein coding genes (*n* = 16) including other Zn-finger transcription factors such as ZFP13, ZFP180 and ZFP629. These genes are expressed in WT ES cells and their expression remains unchanged in mutant ES cells despite loss of KAP1 and H3K9me3 over the 3′ end of these genes. 

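Outside ICRs and transposable elements, 28 peaks overlapped the last exon of a gene, in 27 genes, and in 25 of these genes they reached its coding part. Of the 27 genes 12 have a zinc finger symbol (Zfp, Zscan or Zim), among them *Zfp11*, *Zfp27*, *Zfp600* and *Zscan20*. *Zfp13* has a peak of 670 bp at 23576071 to 23576740 on chromosome 17, *Zfp629* one of 1174 bp at 127611010 to 127612183 on chromosome 7 and *Zfp180* peaks at 24104753 to 24105925 and at 24106796 to 24107093 on chromosome 7. These 4 peaks are all in the hybrid list and hold 3, 6, 1 and 1 copies of TGCCGC.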

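*Zfp13* was at 6.12 ± 0.10 (SD, n = 3) FPKM in WT and 5.84 ± 0.27 (SD, n = 2) in ZFP57 KO, a log2 fold change of -0.07 (limma's adjusted p = 0.4005). *Zfp180* was at 7.04 ± 0.13 and 6.60 ± 0.24 FPKM (SD, same n), a log2 fold change of -0.09 (limma's adjusted p = 0.221). *Zfp629* was at 0.673 ± 0.061 and 0.840 ± 0.071 FPKM, a log2 fold change of 0.28 (limma's adjusted p = 0.162). For each of the 3 genes both KO libraries lay on the same side of all WT libraries, by margins too small to pass the threshold. None of the alternatives changed a direction or called a gene among them.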

Consistent with this, it has been postulated that 3′ end H3K9me3 recruitment may promote genomic stability and prevent recombination between homologous Zn-finger proteins rather than directly regulating their expression [37, 38].

DNA methylation and H3K9me3 generally co-localize at repressed genomic regions. However, it is not clear where DNA methylation is the driver for the recruitment of H3K9me3 or where it might occur as a secondary consequence of H3K9me3. Studies to investigate this ‘cause or consequence’ relationship are confounded by the lethality of cells harboring mutations in the H3K9me3 machinery [11, 39–41]. Karimi et al. have suggested that DNA methylation and H3K9me3 serve to repress distinct sets of genes as well as some classes of retroelements and showed that only a small subset of regions lose their H3K9me3 in DNA methylation-deficient (DNMT TKO) ES cells [25]. Comparison of the pattern of H3K9me3 loss in DNMT TKO cells with that in ZFP57 KO cells revealed remarkable similarity. The comparison of H3K9me3 in DNMT TKO and ZFP57 KO has therefore identified regions where the presence of H3K9me3 is dependent on DNA methylation and determined that it is ZFP57 bound to methylated DNA that is responsible for the H3K9me3 recruitment.

Recently, we showed that another KZFP member, ZFP445 also binds the methylated allele at imprinted gDMRs and contributes to maintenance of DNA methylation at a subset of ICRs along with ZFP57 in vivo [19]. However, data presented here suggest that at least in context of mouse embryonic stem cells, ZFP57 is both necessary and sufficient to recruit KAP1 and maintain H3K9me3/DNA methylation at imprints. Furthermore, our analysis of ZFP445 binding sites (data not shown) revealed very little overlap with ZFP57 outside of imprinted regions with TE binding being a unique feature of ZFP57. This is in agreement with our finding that ZFP57 binding is responsible for almost all of the KAP1-bound fraction DNA methylation-dependent H3K9me3-modified regions found in DNMT TKO ES cells. Thus, we conclude that ZFP57 is the major KZFP that binds DNA in a methylcytosine-dependent manner in mouse ES cells.

While complete loss of KAP1 and H3K9me3 was observed at ICRs and over half of ZFP57 peaks at unique non-imprinted regions, we found only ~ 2% of repeat-associated ZFP57 peaks exhibited complete loss of these marks. Our data support the hypothesis that in mammalian ES cells, retroviral silencing is mediated by multiple factors acting in a redundant manner. Indeed, we identified extensive overlaps with two other KZFPs (ZFP932 and Gm15446) previously demonstrated to recruit KAP1/H3K9me3 repressive marks to ERVs including IAPs [6]. In this context, it is interesting to consider the DNA methylation-sensitive nature of ZFP57 binding [18, 42]. This property makes it an unlikely candidate KZFP for the initiation of silencing at the integration site of ERV retro-transposons, since it would require DNA methylation to be established first in order for binding to occur. Rather, it may contribute to silencing initiated by other KZFPs such as ZFP809 binding to invariable PBS regions of IAPs [5, 8]. Recent studies have suggested that LTR regions have the potential to function as enhancer and/or alternative promoter elements and can be co-opted by the host genome in regulation of its own gene expression [43–46]. The ability of a KZFP to recruit repressive chromatin states in a methylation-sensitive manner could provide an additional layer of modulation at such loci. However, we also cannot rule out the possibility that ZFP57 binding at these elements is a functionally irrelevant secondary consequence of DNA methylation occurring at already H3K9me3-repressed LTRs that contain the rather common ZFP57 hexanucleotide binding motif. In the latter case, IAPs may even act as a sink and/or buffer for excess ZFP57 protein.

We can now speculate about the function and evolution of ZFP57 in the genome. Indeed, we have shown that ZFP57 does not affect silencing of endogenous retroviral sequences but rather is required for retention of DNA methylation and H3K9me3 at the imprinted ICR regions as well as unique non-imprinted regions. Most strikingly, in cases where these non-imprinted regions are methylated in both germ lines, ZFP57 binding is associated with preferential protection of the maternally inherited regions resulting in DMR formation post-fertilization. This may explain the much higher prevalence of maternally methylated ICRs and highlights the unique characteristics of the three paternal imprints.

The function, if any, of non-imprinted unique ZFP57 bound regions remains to be determined. Although many of these are methylated in oocyte and present a DMR at the blastocyst stage, they typically acquire biallelic methylation later in the post-implantation epiblast. Furthermore, our transcriptomic analysis suggests that apart from known imprinted genes, very few genes become deregulated as a direct consequence of ZFP57 loss. We therefore propose that ZFP57 evolved from ancestral KZFPs originally acting to manage retrotransposons, but now functions to control genomic imprinting and not to regulate retrotransposons. This is consistent with the finding that ZFP57 also contributes to the regulation of imprinting in humans [22], a species that lacks the CpG-rich IAP retrotransposon sequences to which ZFP57 binds in the mouse.

## Additional files

**Additional file 1: Figure S1.** Analysis of blastocyst-derived ZFP57 null ES cells. **a** Western Blot analysis confirming absence of detectable ZFP57 protein. **b,** Bisulfite pyrosequencing of ICRs in WT, ZFP57 KO and ZFP57 MZ-KO ES cells. **Figure S2.** IGB viewer snapshot showing representative ZFP57 peak at IAPLTR2a2_Mm retroelements, which harbors the most number of ZFP57 peaks. Paired-end sequencing, together with sequence divergence of the retroelements allowing us to map ChIP-seq reads to individual transposable elements in the genome. The color scale indicates the mapping quality score (MAPQ) for each read pair. MAPQ = $$ - 10log_{10} P $$ where *P* is the probability that true alignment belongs elsewhere. **b,** Transposable elements indicated by alignments of “multi-mapping reads. ZFP57 targets of these elements show KAP1 binding and H3K9me3 enrichment in both WT and KO cells, and no reactivation has been observed (data not shown). **Figure S3.** Genome browser screenshots for *Snrpn*, *H19* and *KvDMR1* imprinted loci. **Figure S4.** Genome browser screenshots for *Grb10*, *Fkbp6* and *Peg10* imprinted loci. **Figure S5.** Heat maps showing signal enrichment of H3K9me3 at ZFP57 binding sites in ZFP57 KO and MZ-KO ES cells. **Figure S6.** Transposable elements bound by ZFP57 are not reactivated in ZFP57 KO ES cells. **a,** Expression status of ZFP57 bound transposable elements in WT and ZFP57 mutants. **b,** Scatterplot showing no transcriptional changes of TEs (FPKM ≥ 0.1 in WT or KO) in ZFP57 KO cells versus WT. **Figure S7.** Analysis of expression of transposable elements jointly bound by ZFP57, ZFP932 and/or Gm15446 in different mutant ES cells. Top left – ZFP57 KO, Top right – ZFP932/Gm15446 DKO, Bottom left – KAP1 KO. The IAP retroelement in vicinity of Bglap3 locus is not shown in the ZFP932/Gm15446 DKO as its expression far exceeds other jointly bound TEs [6]. **Figure S8.** Genome browser screenshot showing loss of ZFP57 binding at MER20 DNA transposon resulting in loss of KAP1 and H3K9me3 and upregulation of an unannotated transcript. **Figure S9.** Genome browser screenshot showing loss of KAP1 and H3K9me3 in solo LTRs located within and adjacent to Mapk4 gene, and an increase in Mapk4 levels in ZFP57 KO ES cells. **Figure S10.** Heat maps of DNA methylation-dependent H3K9me3 enriched regions in WT and DNMT TKO cells (blue colored heat map) [25]. Enrichment of ZFP57, KAP1 and H3K9me3 in ZFP57 KO ES cells (red) at the same regions. **Figure S11.** ZFP57 maintains H3K9me3 methylation during preimplantation development. H3K9me3 methylation level dynamics during preimplantation development at non-DMR regions methylated in both germ lineages (left) and oocyte-specific germline DMRs (right). Light colored boxes show non-ZFP57 bound (*n* = 100 randomly selected regions) versus those targeted by ZFP57 (darker colored). Known maternally methylated ICRs are shown as hatched boxes for comparison. ICM, inner cell mass. ns, not significant, *P < 0.05, **P < 0.01, ***P < 0.001; Mann–Whitney *U* Test

**Additional file 2.** Additional tables.

## Data Availability

Raw data for ChIP-seq and RNA-seq have been submitted to GEO under the accession number GSE123942.

How the deposited data were processed for this re-analysis (not part of the article)

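ZFP57 binding and gene expression were examined in blastocyst-derived ES cells of the C57BL/6J background, wild type (WT) or without ZFP57 (KO). ZFP57 ChIP-seq had 3 WT and 2 KO libraries with reads of 100 bp, and RNA-seq had 3 WT and 2 KO libraries with paired reads of 150 bp from total RNA depleted of ribosomal RNA. The authors deposited gene expression as FPKM, fragment numbers scaled for transcript length and library size, rounded to 2 decimals, after mapping to mm10. The aligner, the counting, the annotation and their versions are not stated. The authors deposited ZFP57 peaks as start and end positions in mm10 without a score, for peaks called in at least 2 WT replicates from uniquely aligned reads. The peak caller and its threshold are not stated. How the hybrid list was made is not stated either, and all its intervals are peaks of the C57BL/6J list. The FPKM of bound elements and the lists of differentially expressed genes were taken from the paper's Tables S2 and S1, and the groups of Fig. 3d from that figure.

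Peaks were placed on GRCm38 (mm10) with RefSeq genes. Classes by midpoint were promoter (within 1000 bp of a gene start), exon, intron and intergenic, in this order. An element counted as bound from an overlap of 1 bp. Random placements (100 per peak) stayed on the same chromosome. The hexanucleotide was TGCCGC on either strand, and the control intervals started 2000 bp upstream. ICRs were represented by 24 anchor genes, with windows of 20 kb, or 35 kb for paternal ICRs. Binomial intervals are Wilson 95% intervals.

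Of the 24409 genes, 23165 were placed by symbol and 1096 by a synonym, 132 had no match and 16 had several. Genes with a mean of at least 0.1 FPKM were tested on log2(FPKM + 0.1) with limma (eBayes with trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. Chromosomes were tested as gene sets with camera (preset correlation) and fry, and lists with Fisher's exact test (two-sided) and with 10000 lists drawn from 20 bins of mean FPKM. The test was checked on simulated libraries of 14612 genes, with noise drawn for each gene separately at the size limma fitted. With 200 genes changed by 0.5, 1 or 2 on the log2 scale it recovered 47.5, 79.0 and 94.5%, with 8, 14 and 15 other genes called. With none changed it called 2 genes, and with a large share of genes changed it called 3400, 3% of them unchanged. A chromosome lowered by 0.4 was estimated at -0.39, and odds of 2 at 1.97. Software was R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

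Sequencing depth is not given. The step between FPKM values of bound elements gives 0.0170 to 0.0196 FPKM for 1 fragment on 1 kb. A transcript of 1 kb at 0.1 FPKM thus rests on few fragments, and an element at 0 can be weakly transcribed. The depth of ChIP-seq cannot be inferred.

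The main comparisons, their tests, the alternatives and the rule for naming genes were set before the data were examined. The test of whole chromosomes was chosen after the paper's Table S1 had been seen, in which 268 of the 1080 genes lie on chromosome 11. Added with the data in hand were the division of genes by kind of peak, the test of the Fig. 3d groups, the hexanucleotide and soft-masked counts, the last exons, the 10 Mb segments, the splits of the libraries and the comparison of element families. So were 4 alternatives. Those are a log2 fold change of at least 1 in size for genes near a peak and for imprinted genes, an adjusted p under 0.01 together with that size for all genes, and the coding part of last exons. The genes named by rule are those named in the paper's text or labelled in Fig. 3a or 3c. With them come the 5 genes with the highest and the 5 with the lowest log2 fold change among called genes with a mean of at least 1 FPKM, a span of at least 200 bp and both KO libraries beyond all WT libraries. The 3 chromosomes with the largest shift were also named. Other genes given with values, among them *Sema3b*, *Zmat4* and *Hyal1* of Fig. 3d, *Spred2*, *Myc*, *Pvt1* and the genes of chromosome Y, fall outside this rule, were chosen after their values were seen and were not run under the alternatives for named genes. The 2 lists of imprinted genes were fixed beforehand, and a list of 16 ERK target genes was written after *Spry4* and *Etv4* were seen. The alternatives cover pseudocounts, filters on low values, scaling, the variance model, chromosome 11, a replicate block, single libraries, thresholds, windows and overlap rules.

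KAP1, H3K9me3, DNA methylation, the maternal-zygotic KO, the DNMT TKO cells and the binding sites of ZFP932 and Gm15446 were not analysed here. No ZFP57 ChIP-seq library of the hybrid lines is listed, so the list named for them cannot be traced to a library, and their other libraries were not used here.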

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

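Table S1 had drawn attention to chromosome 11 before all genes were tested. The tests of GC content and length were written before their result was seen, and the tests of nearby peaks, scaling, single libraries, copy number and loss of ZFP57 were chosen only after the shifts of chromosomes 11 and 6 were seen. The comparison of expression bands with other chromosomes was added after the band medians were seen.

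Chromosome 11 stands out as a signal among genes the paper does not discuss as a group, beyond the differences between the WT libraries. Its genes were shifted by -0.49 on the log2 scale in KO, and the other chromosomes apart from chromosome 6 by between -0.019 and 0.063. Several technical explanations are argued against. Genes of other chromosomes matched in GC content, length and mean FPKM had a median of 0.0145, with draws from -0.0094 to 0.0427. Genes of chromosome 11 without a ZFP57 peak within 20 kb were shifted by -0.48. Scaling of the libraries would move all chromosomes, but the median outside chromosome 11 was 0.0143. A single deviating library is argued against by the shift of -0.47 in KO 1 alone, close to that of KO 2. A different copy number of chromosome 11 in the WT and KO cultures is a candidate explanation. All 13 segments of 10 Mb were lower, with medians from -0.54 to -0.35. In each of 4 bands of the expression range they lay below genes of the other chromosomes with the same mean FPKM, by differences of -0.50 to -0.41. The interquartile range of the log2 fold changes was 0.456, within the 0.388 to 0.578 of other chromosomes. A change from 3 to 2 copies in every cell would give -0.58. Loss of ZFP57 cannot be told apart from a difference between the cultures, since the level of 0 libraries departs from their genotype and no library separates the 2. Copy number was not measured in DNA here, and which culture would carry the change stays open.

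Chromosome 6 stands out in the same way, with a smaller shift of 0.19 that did not hold under fry. The matched draws from other chromosomes, which test GC content and length, had medians of at most 0.0423. The median outside chromosomes 6 and 11 was 0.0081, which argues against the scaling of the libraries. KO 1 alone had a shift of 0.156, so a single deviating library is argued against too. A different copy number of chromosome 6 stays open. The medians of its 14 segments were all above 0, the lowest at 0.0421. In the lowest of 4 bands of the expression range, 170 genes with a mean of at most 0.694 FPKM, the median was -0.0011, but genes of the other chromosomes in this range had a median of -0.18. The difference was 0.18 (95% interval 0.0097 to 0.318), and in the other bands it was 0.133, 0.172 and 0.18. The bands therefore do not argue against a copy number change. Only 6 of the 14 segments had an adjusted p under 0.05 from matched lists, which keeps it open. Copy number and loss of ZFP57 cannot be told apart here, since again the level of 0 libraries departs from their genotype.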

How the results depend on the processing

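No call or count given here rests on fits with a KO replicate left out, since 1 KO library then remains: those fits give fold changes only, and the planned counts of all, imprinted and nearby genes without a KO replicate were not run.

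The number of differentially expressed genes stayed within 1.5 times of 6002 under changes of pseudocount, filter, scaling, variance model, span and chromosome 11. It was 3291 at an adjusted p under 0.01, 1172 with a log2 fold change of at least 1 in size and 923 with both, an alternative chosen after seeing the data. Stricter thresholds can only lower it. Across the 3 fits that each left out a WT replicate it ran from 4257 to 4753. The share of calls that were higher was 45.8%, against 39.0% after median-of-ratios scaling and 53.1% outside chromosome 11.

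The replicate block gave 3012 differentially expressed genes, 170 near a peak and 45 elements. The libraries share only a number in their labels. Over 10664 genes, the difference between WT 1 and WT 2 had a correlation of -0.18 with that between KO 1 and KO 2, which gives the 2 pairs no basis. With the block WT 3 has no partner and adds nothing to the fold change. Of the 48 named genes 3 changed their call with the block.

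Near a peak, the count of 312 was 136 for genes that overlap one, 589 within 50 kb, 178 with the peaks also in the hybrid list and 67 with a log2 fold change of at least 1 in size, the last chosen after seeing the data. Leaving out a WT replicate gave 226 to 254. The odds ratio of 1.17 kept its direction in all 16 alternatives. It was no longer under 0.05 in Fisher's exact test with pseudocount 0.01 (1.165), a mean of at least 1 FPKM (1.159), median-of-ratios scaling (1.130), genes outside chromosome 11 (1.147), chromosome medians subtracted (1.10), the hybrid list (1.217) and without WT replicate 3 (1.168, the lowest of the 3 such fits, up to 1.219). The cause was not tested.

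The counts of imprinted genes, 14 and 29, became 7 and 8 with a log2 fold change of at least 1 in size, chosen after seeing the data, and stayed within 1.5 times in the other 13 alternatives. The clustering ratio of 1.58 was 2.12 on the linear scale, 3.12 with the Spearman correlation and 1.95 with pseudocount 1, on other scales by construction, and the 2 clusters were the genotypes each time. The 25 elements became 7 with any element above 0 tested and 9 with a mean of at least 0.5 FPKM, where 729 and 61 elements are tested. Without WT replicate 1 there were 6 and without WT replicate 2 there were 26, the lowest and highest of the 3 such fits. The cause was not tested. Of the called elements 4 were higher in KO, 10 with the block, and 0 in the fits with 7, 9 and 6 calls (16, 4 and 8 higher at an unadjusted p under 0.05). Depth limits this count: 397 elements are at 0 in all libraries.

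The shift of chromosome 11 lay between -0.52 and -0.35 in its 10 alternatives, and between -0.52 and -0.46 with single libraries left out. That of chromosome 6 lay between 0.131 and 0.240, the highest without KO replicate 1 and 0.160 without KO replicate 2. That of chromosome 15 (0.063) was 0.107 and 0.024 in the same 2 fits. The odds ratio of calls within 10 Mb of *Zfp57* stayed below 1, from 0.717 to 0.898. Peaks at elements, bound ICRs and last-exon peaks stayed within 1.5 times. The rules for overlap with the hybrid list could change nothing, since its intervals are peaks of the other list. The share of peaks in genes was 58.8% among peaks outside elements, which are other peaks.

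For the 48 named genes, 605 of 618 alternative values kept direction and side of the threshold, and 41 genes did so in all alternatives with a test. Of the others 8 were weaker (4 genes), 2 stronger (*Grb10*) and 3 reversed, all 3 near 0. *Setdb1* (-0.015) was at 0.0054 without WT replicate 2 and from -0.045 to 0.0054 over the fits that left out 1 library. *Zfp445* (0.0041) was at -0.011 after quantile normalization and from -0.019 without WT replicate 2 to 0.029 without WT replicate 3. The cause was not tested.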

Differences from the paper's values

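The number of differentially expressed genes was 6002, against the paper's 1080. Of the alternatives set before the data were examined, a log2 fold change of at least 1 in size gave 1172, within 1.5 times of the paper's value, and none of the others did, with counts from 3012 to 6058. An adjusted p under 0.01 together with that size, chosen after seeing the values, gave 923.

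Within 20 kb of a peak 312 genes were differentially expressed, against the paper's 75. None of the alternatives set before the data were examined closed the gap, with counts from 136 to 589. A log2 fold change of at least 1 in size, chosen after seeing the values, gave 67. The genes within 20 kb without a change numbered 385, against the paper's 673. Of the alternatives set before the data were examined, 601 genes with no filter on low values, 527 with the replicate block, 471 without WT replicate 3 and 742 within 50 kb were within 1.5 times of it, and the others were not. With the size threshold chosen after seeing the values, it was 630.

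Outside ICRs and elements 28 peaks, in 27 genes, overlapped a last exon, against the paper's 16 in 3′ exons. Whether the 16 are peaks or genes is not clear from the paper. It describes loss of KAP1 and H3K9me3 at these genes, which was not required here, so the counts may cover different sets. No alternative to the count of 28 was set before the data were examined. Counting only the coding part of last exons, chosen after seeing the values, gave 25.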

Other observations

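The tests of other splits, of the Fig. 3d genes on chromosome 11 and of the segment of chromosome 15 were chosen only after the result was seen.

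1 of the 10 splits of the 5 libraries gave as many genes with an adjusted p under 0.05, the split by genotype itself. The other 9 splits gave 0 calls each, and between 87 and 1158 genes at an unadjusted p under 0.05. The split by genotype gave 7319 at that level. All the other splits put WT and KO libraries into the same group, which raises the variance within it, so their low counts carry little weight. The count of splits cannot decide on a grouping by chance, since with 10 splits the share cannot go under 0.1. Other values bear on it. Each WT library lay at least 75.1 from each KO library, and libraries of the same genotype at most 47.6 apart. These distances argue against noise between like libraries as the source of the calls. They do not tell the genotype from another difference between the cultures. Simulated libraries with no gene changed gave 2 calls, against 6002. Their noise was drawn for each gene separately at the size limma fitted, so the 2 calls check the test and do not bear on this.

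Outside chromosome 11, genes whose only peaks within 20 kb lie on elements were more often lower in KO, 100 of 416. Lists of other genes matched in mean FPKM and span held a mean of 80.4 lower genes, and the two-sided p was 0.0198, which argues against expression level and span as the whole explanation. The medians were -0.013 for these genes and 0.015 for genes without a peak. Whether loss of ZFP57 at the elements lowers these genes stays open, and a biological explanation was not tested.

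The 152 tested elements had a median log2 fold change of -0.21, with 98 of them (64.5%) lower in KO. Genes with the same mean FPKM had a median of -0.195, with draws from -0.48 to 0.023, and 0.784 was the two-sided p from the matched lists. The lower values may thus belong to weakly expressed transcripts in general. Chromosome 11 is argued against as their source, since the median of the 133 elements elsewhere was -0.20.

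*Spry4* and *Etv4* were among the genes with the largest rise. A list of 16 other ERK target genes, written after these 2 were seen and before its own values were examined, had 15 tested genes. Their median log2 fold change was 0.42 (0.28 in KO 1 and 0.37 in KO 2), 11 were higher, 6 were called higher (6 also when adjusted over the list alone) and *Spred2* on chromosome 11 was called lower. Expression-matched lists gave a two-sided p of 0.0014, camera 0.0236 and fry 0.00233. Without WT replicate 1, 2 or 3 the median was 0.37, 0.39 or 0.30. The other tested genes of the list were not called. Among them, named after their values were seen, were *Etv5* (-0.07), *Ier3* (-0.05), *Egr1* (0.02) and *Fos* (0.13). A higher output of ERK signalling in the KO cultures is a candidate explanation for the genes that rose. The paper derived the lines in ground state pluripotency conditions. A difference between the cultures other than the genotype, such as in these conditions, was not excluded, and signalling was not measured here.

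Of the 15 genes of Fig. 3d on chromosome 11, all lower in KO, 8 lost their call once each chromosome's median was subtracted, and 0 of the 26 lower genes elsewhere did (two-sided Fisher's exact test, p = 6.7e-05). The chromosome-wide shift may therefore account for these 8 calls. Subtracting a median of -0.47 makes it easier to lose a call on this chromosome than on others, and the other 7 genes kept theirs.

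The 10 element families with most peaks (869 peaks) differed in the share also in the hybrid list, from 27.3% for RLTR13B1 to 69.3% for IAPLTR1a_Mm (permutation p = 7e-04). Within 5 groups of similar width p was 4e-04, which argues against peak width as the whole explanation. All 20 peaks of the bound ICR anchors were in the hybrid list, and 89 of the 208 other peaks outside elements. The hybrid list is a subset of the C57BL/6J list, so how it was selected stays open, as do strain differences between the elements, which were not tested here.

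Of 254 segments of 10 Mb, 28 had an adjusted p under 0.05 from matched lists, 13 on chromosome 11, 6 on chromosome 6 and 9 elsewhere. Of these 9, chromosome 12 at 100 to 110 Mb, with *Meg3* and *Rian*, had the largest median, 1.56. The others had medians of -0.74 (chromosome 14, 0 to 10 Mb), 0.38 (X, 50 to 60 Mb), 0.19 (2, 170 to 180 Mb), 0.18 (13, 20 to 30 Mb), -0.12 and -0.11 (5, 100 to 110 and 120 to 130 Mb) and -0.27 (2, 10 to 20 Mb, where KO 1 was at 0.062 and KO 2 at -0.41). The remaining segment was singled out after its values were seen. At 60 to 70 Mb of chromosome 15 all 13 tested genes were higher, 10 of them called, with a median of 0.73 (0.50 in KO 1 and 0.70 in KO 2). The adjusted p was 0.00242, from the smallest p the lists can give (2e-04), which argues against chance among the segments. The segment holds *Myc* and *Pvt1*, and *Myc* is also on the ERK list, so these 2 observations are not independent. A biological explanation was not tested.

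Within 10 Mb of *Zfp57* on chromosome 17, 111 of 306 genes (36.3%) were called, against 38.5% of the rest outside chromosome 11 (odds ratio 0.91, 95% interval 0.713 to 1.16, Fisher's exact test, p = 0.476). Genes of chromosome Y were detected in all 5 libraries. The 5 with a mean of at least 1 FPKM went both ways, with log2 fold changes of 0.77 (*Ddx3y*), 0.58 (*Eif2s3y*), 0.78 (*Uty*), -0.31 (*Zfy1*) and -1.26 (*Uba1y*), and among these only *Uty* was called. WT 2 was the lowest WT library for all 5. Over the 8 tested genes of chromosome Y, WT 1, 2 and 3 were shifted by 0.14, -0.97 and 1.18 against the other WT libraries. These fold changes and the call of *Uty* thus rest on WT libraries that differ among themselves.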
